# Alterations in tumor necrosis factor signaling pathways are associated with cytotoxicity and resistance to taxanes: a study in isogenic resistant tumor cells

**DOI:** 10.1186/bcr3083

**Published:** 2012-01-06

**Authors:** Jason A Sprowl, Kerry Reed, Stephen R Armstrong, Carita Lanner, Baoqing Guo, Irina Kalatskaya, Lincoln Stein, Stacey L Hembruff, Adam Tam, Amadeo M Parissenti

## Abstract

**Introduction:**

The taxanes paclitaxel and docetaxel are widely used in the treatment of breast, ovarian, and other cancers. Although their cytotoxicity has been attributed to cell-cycle arrest through stabilization of microtubules, the mechanisms by which tumor cells die remains unclear. Paclitaxel has been shown to induce soluble tumor necrosis factor alpha (sTNF-α) production in macrophages, but the involvement of TNF production in taxane cytotoxicity or resistance in tumor cells has not been established. Our study aimed to correlate alterations in the TNF pathway with taxane cytotoxicity and the acquisition of taxane resistance.

**Methods:**

MCF-7 cells or isogenic drug-resistant variants (developed by selection for surviving cells in increasing concentrations of paclitaxel or docetaxel) were assessed for sTNF-α production in the absence or presence of taxanes by enzyme-linked immunosorbent assay (ELISA) and for sensitivity to docetaxel or sTNF-α by using a clonogenic assay (in the absence or presence of TNFR1 or TNFR2 neutralizing antibodies). Nuclear factor (NF)-κB activity was also measured with ELISA, whereas gene-expression changes associated with docetaxel resistance in MCF-7 and A2780 cells were determined with microarray analysis and quantitative reverse transcription polymerase chain reaction (RTqPCR).

**Results:**

MCF-7 and A2780 cells increased production of sTNF-α in the presence of taxanes, whereas docetaxel-resistant variants of MCF-7 produced high levels of sTNF-α, although only within a particular drug-concentration threshold (between 3 and 45 n*M*). Increased production of sTNF-α was NF-κB dependent and correlated with decreased sensitivity to sTNF-α, decreased levels of TNFR1, and increased survival through TNFR2 and NF-κB activation. The NF-κB inhibitor SN-50 reestablished sensitivity to docetaxel in docetaxel-resistant MCF-7 cells. Gene-expression analysis of wild-type and docetaxel-resistant MCF-7, MDA-MB-231, and A2780 cells identified changes in the expression of TNF-α-related genes consistent with reduced TNF-induced cytotoxicity and activation of NF-κB survival pathways.

**Conclusions:**

We report for the first time that taxanes can promote dose-dependent sTNF-α production in tumor cells at clinically relevant concentrations, which can contribute to their cytotoxicity. Defects in the TNF cytotoxicity pathway or activation of TNF-dependent NF-κB survival genes may, in contrast, contribute to taxane resistance in tumor cells. These findings may be of strong clinical significance.

## Introduction

Taxanes are a family of chemotherapy drugs used to treat various human cancer types [1-6]. The most common family members include paclitaxel and docetaxel, which block microtubule depolymerization, inducing cell-cycle arrest at mitosis and multinucleation of tumor cells [7,8]. Taxanes also reduce tumor angiogenesis and cell migration, while stimulating the immune system against neoplasms [9-11].

Another mechanism for taxane cytotoxicity may involve tumor-necrosis factor (TNF)-α production, because paclitaxel has been shown to augment TNF-α levels in murine macrophages [12]. TNF-α is a membrane-integrated cytokine (mTNF-α) generally produced in activated macrophages and monocytes [13], which can be released from cells in a soluble form (sTNF-α) by the action of the metalloproteinase ADAM-17 [14]. The release of sTNF-α from cells can then induce cell death or a cell-survival response, depending on the receptor to which it binds: TNFR1 or TNFR2, respectively (reviewed in [15]. Although mTNF-α binds with equal affinity to both receptors, sTNF-α preferentially binds to TNFR1, which has a death-effector domain that induces caspase-8 cleavage and apoptosis [16,17]. Unlike TNFR1, TNFR2 does not contain a death domain. Limited reports suggest that TNFR2 activation promotes cell death, although the mechanism for this is poorly understood and may require the presence of TNFR1 [18,19]. Nevertheless, TNFR2 has been shown to induce NF-κB activity and cell survival [20].

Many mechanisms associated with resistance to taxanes have been identified *in vitro*, such as overexpression of the drug-efflux pump Abcb1, β-tubulin gene mutations, or overexpression of β-tubulin (type III); however, their clinical relevance remains unclear [21,22]. Multiple mechanisms of taxane resistance likely occur simultaneously in cells [23]. To restore tumor sensitivity to taxanes appreciably in cancer patients, all clinically relevant mechanisms of docetaxel resistance must be identified.

To better understand the various pathways associated with taxane resistance, our laboratory selected MCF-7 breast tumor cells for survival in increasing concentrations (doses) of paclitaxel (MCF-7_TAX-1 _cells) [24] or docetaxel (MCF-7_TXT _cells) [23]. Increased Abcb1 expression and decreased taxane uptake occurred on acquisition of taxane resistance in these cells, but a pan-ABC transporter inhibitor that restored taxane uptake had no or only a partial effect on drug sensitivity in these cells [23]. Therefore, additional mechanisms must contribute to taxane resistance, and these cell lines may serve as an attractive tool for assessing the possible role of TNF-α and other pathways in taxane cytotoxicity or resistance.

This study reveals for the first time that docetaxel concentrations of 3 n*M *or greater induce tumor necrosis factor (TNF) expression in MCF-7 cells, and that acquisition of docetaxel resistance can be temporally correlated with elevations in cellular TNF-α levels resistance to TNF-α cytotoxicity, degradation of TNFR1, and promotion of TNFR2-induced survival pathways through the activation of NF-κB. In further support of the role of TNF in taxane cytotoxicity and resistance, we also report that both paclitaxel and docetaxel can induce TNF-α expression in A2780 ovarian carcinoma cells. In addition, we report the consistent alteration in networks of TNF-related genes on acquisition of docetaxel resistance in breast and ovarian tumor cells.

## Materials and methods

### Cell culture and maintenance

MCF-7 cells from the American Tissue Culture Collection (catalog number HTB-22) were cultured or selected for survival in increasing doses of docetaxel or paclitaxel, as previously described [23,24]. The initial concentrations of docetaxel and paclitaxel used to begin selection (dose 1) were 0.51 and 0.56 n*M*, respectively. Cells selected to docetaxel concentrations of 1.11 n*M *(dose 8, MCF-7_TXT8_), 3.33 n*M *(dose 9, MCF-7_TXT9_), 5.00 n*M *(dose 10, MCF-7_TXT10_), 15 n*M *(dose 11, MCF-7_TXT11_), and 45 n*M *(dose 12, MCF-7_TXT12_) were used in this study. Numbers in subscripts of cell-line names refer to the maximal docetaxel dose level to which the cells were exposed. The paclitaxel-resistant cell line used in this study was selected in an identical manner to a final concentration of 6.64 n*M *paclitaxel (MCF-7_TAX-1 _cells; hyphenated number indicates the first cell-line selection, not drug dose). MCF-7 cells were also "selected" in the absence of taxanes to passage numbers similar to those of drug-selected cells to control for genotypic or phenotypic changes associated with long-term culture ("co-cultured control" MCF-7_CC _cells). A2780 ovarian carcinoma cells from the European Collection of Cell Cultures were also selected for resistance to docetaxel in an identical manner (A2780_DXL _cells), including the creation of "co-cultured control" A2780_CC _cells (Armstrong *et al.*, unpublished data).

### Measurement of sTNF-α and sTNFR1 in cell-culture media

Concentrated proteins from the medium of 2 million MCF-7_CC_, MCF-7_TXT_, or A2780 cells (grown in culture in the absence or presence of various concentrations of paclitaxel or docetaxel) were assessed for levels of sTNF-α or sTNFR1 by using ELISA kits from R&D Systems, following the manufacturer's instructions.

### Clonogenic assays

Cellular sensitivity to TNF-α or docetaxel was assessed by using a clonogenic assay, as described previously [24]. Docetaxel resistance factors for the cell lines were determined by dividing the median inhibitory concentration (IC_50_) for docetaxel in the taxane-resistant cell lines by the IC_50 _for MCF-7_CC _cells. In some experiments, cells were exposed to 1 μg/ml cycloheximide, TNFR1 or TNFR2 neutralizing antibodies from R&D Systems (both at 5 μg/ml), or a peptide from Calbiochem Laboratories (La Jolla, CA), which potently blocks NF-κB function by inhibiting translocation of the NF-κB complex into the nucleus [25] (SN-50, 7 μg/ml). A control peptide at the same concentration (SN-50 M) was used in the latter experiments to assess the specificity of NF-κB inhibition.

### Immunoblotting analysis

MCF-7_CC_, MCF-7_TXT_, and MCF-7_TAX-1 _cells were incubated in the absence or presence of 20 ng/ml TNF-α for 24 hours. Cells were extracted in RIPA buffer, and 100 μg of extract proteins assessed for the expression of specific proteins by using standard immunoblotting procedures, as previously described [24]. Antibodies used in these experiments included TNFR1-, TNFR2-, and IκB-specific antibodies from Cell Signaling Technology (Danvers, MA) and a mouse-derived GAPDH antibody from Santa Cruz Laboratories. Densitometric quantitation of bands generated by the IκB antibody was performed by using AlphaEaseFC software (Alpha Innotech, San Leandro, CA). Band intensity was normalized relative to GAPDH band intensity.

### Quantification of TNFR1 and TNF-α transcript levels by RTqPCR

The levels of TNFR1 and TNF-α transcripts in MCF-7_CC _and MCF-7_TXT10 _cells were assessed as described previously [26] by using the following primers: TNFR1: forward, 5'-ACTGCCTCAGCTGCTCCAAAT-3'; reverse, 5'-CCGGTCCACTGTGCAAGAA-3', TNF-α: forward, 5'-TCTTCTCGAACCCCGAGTGA-3', reverse, 5'-GGAGCTGCCCCT-CAGCTT-3'; and S28: forward, 5'-TCCATCATCCGCAATGTAAAAG-3', reverse, 5'-GCTTCTGCGTCTGACTCCAAA-3'.

### Measurement of NF-κB activity

MCF-7_CC _and MCF-7_TXT _cells were cultured in the presence or absence of 50 n*M *docetaxel for 24 hours. The activity of the NF-κB p65 and p50 subunits in 10 μg of nuclear extracts was assessed as outlined in the TransAM NF-κB Family ELISA kit (Active Motif, Carlsbad, CA). Readings at 450 nm were normalized to the sum of all readings on the plate to compare across triplicate experiments.

### Identification of changes in gene expression associated with the acquisition of docetaxel resistance

Agilent 4 × 44 k human genome oligonucleotide arrays were used to profile differences in gene expression between MCF-7_TXT _and MCF-7cc cells at selection dose 10 and between docetaxel-resistant and wild-type A2780 ovarian carcinoma cells (A2780_DXL _and A2780 cells, respectively) at the maximally tolerated dose by using MIAME standards [27]. RNA was isolated from each cell line by using RNeasy Mini kits (Qiagen, Mississauga, ON), and 500 ng of each RNA preparation was labeled and amplified by using Agilent Quick Amp labeling kits. The labeling and array hybridization procedures were performed as per the manufacturer's protocol for a two-color microarray experiment.

### Identification of differences in gene expression associated with docetaxel resistance

The hybridized microarrays were scanned by using Agilent scanners and feature extraction software (version 10_7_3_1), and differentially expressed genes associated with the acquisition of docetaxel resistance were identified by using Partek Genomic Suite (Partek, Inc., St. Louis, MO). The background-corrected intensity values were used for analysis. A three-way ANOVA was performed to identify significant changes in gene expression by using the Method of Moments [28]. Genes with greater than twofold differences in gene expression were selected with a false discovery rate of either 0.05 or 0.01 [29]. The data from these array experiments were deposited in the National Centre for Biotechnology Information Gene Expression Omnibus database (accession number GSE26129) [30].

### Network-based analysis of gene expression

To determine whether the previously described changes in gene expression associated with acquisition of docetaxel resistance in breast or ovarian tumor cells may reflect changes in the function of specific biochemical pathways in these cells, the genes identified as being associated with docetaxel resistance were subjected to functional-interaction (FI) network analysis [31]. In brief, the FI network covers ~50% of the human proteome representing more than 200,000 functional interactions. Pairwise shortest paths among genes of interest in the FI network were calculated and hierarchically clustered (based on the average-linkage method). Clusters were then selected containing more than 90% of altered genes. To calculate a *P *value for the average shortest path, we performed a 1,000-fold permutation test by randomly selecting the same number of genes from the biggest connected network component. A minimum spanning tree algorithm was used to find linkers that connected all genes of interest in one subnetwork [32]. We used the Markov Cluster Algorithm (MCL) [33] with inflation of 1.6 for network clustering. Only the biggest clusters with numbers of proteins not less than 2% of the total network were taken into account. All network diagrams were drawn by using Cytoscape [34]. The functional enrichment analysis for pathways was based on a binominal test. A false discovery rate was calculated based on 1,000 permutations on all genes in the FI network. This network-based analysis was also applied to another dataset that documents differences in gene expression between docetaxel-resistant and parental MDA-MB-231 breast cancer cell lines (Gene Expression Omnibus (GEO) accession number GSE28784).

### Confirmation of microarray-based changes in gene expression by reverse transcription quantitative polymerase chain reaction

A number of the TNF-α-related genes in these networks were further assessed for expression in wild-type and docetaxel-resistant MCF-7 and A2780 cells with reverse transcription quantitative polymerase chain reaction (RTqPCR) by using the primers depicted in Table 1 and the method described earlier.

**Table 1:** Primers selected for confirmation of changes in the expression of tumor necrosis factor-α-related genes by reverse transcription quantitative polymerase chain reaction

Gene	Forward primer	Reverse primer
*S28*	5'TCC ATC ATC CGC AAT GTA AAG-3'	5'-GCT TCT CGC TCT GAC TCC AAA-3'
*TNFAIP3*	5'-GAC CAT GGC ACA ACT CAT CTC A-3'	5'-GTT AGC TTC ATC CAA CTT TGC GGC ATT G-3'
*TNFSF10*	5'-CGT GTA CTT TAC CAA CGA GCT GA-3'	5'-ACG GAG TTG CCA CTT GAC TTG-3'
*TNFSF13*	5'-ACT CTC AGT TGC CCT CTG GTT G-3'	5'-GGA ACT CTG CTC CGG GAG ACT C-3'
*TNFSF14*	5'-TTT GCT CCA CAG TTG GCC TAA TC-3'	5'-CAA TGA CTG TGG CCT CAC CTT C-3'
*TLR1*	5'-GGT ACC AGG CCC TCT TCC TCG TTA G-3'	5'-TAG GAA CGT GGA TGA GAC CG TTT TT-3'
*TLR6*	5'-GCA AAA ACC CTT CAC CTT GTT TTT C-3'	5'-CCA AGT CGT TTC TAT GTG GTT GAG G-3'
*BIRC3*	5'-TGT TGG GAA TCT GGA GAT GA-3'	5'-CGG ATG AAC TCC TGT CCT TT-3'
*TNFR1*	5'-ACT GCC TCA GCT GCT CCA AAT-3'	5'-CCG GTC CAC TGT GCA AGA A-3'
*TNFα*	5'-TCT TCT CGA ACC CCG AGT GA-3'	5'-GGA GCT GCC CCT CAG CTT-3'

Reaction conditions were as described in Materials and methods, and expression was assessed relative to that of *S28*, the internal reference gene.

## Results

### Docetaxel increases sTNF-α production in MCF-7_CC _and A2780 cells

MCF-7_CC _and A2780_CC _cells secreted low levels of sTNF-α (1.69 × 10^-18 ^± 0.40 × 10^-18 ^g/cell and 3.02 × 10^-18 ^± 0.28 × 10^-18 ^g/cell, respectively). These levels were not significantly changed when cells were treated with 0.1 to 1 n*M *docetaxel. In contrast, media extracted from MCF-7_CC _cells treated with ≥ 3 n*M *docetaxel produced significantly elevated levels of sTNF-α (Figure 1a). A2780 cells produced even greater amounts of TNF-α in response to docetaxel (Figure 1a). Interestingly, the taxane paclitaxel (at concentrations ≥ 15 n*M*) induced even higher levels of sTNF-α production than docetaxel in A2780 cells (Figure 1b). Given the stronger induction of TNF-α by docetaxel in A2780 cells, we then assessed whether upstream mechanisms responsible for TNF-α induction in A2780 cells were similar to those of macrophages. Comparable to the induction of TNF-α expression by lipopolysaccharides in macrophages [35], we observed that TNF-α induction by docetaxel in A2780 cells was dependent on NF-κB, because an inhibitor of this transcription factor (SN-50) significantly reduced the induction of TNF-α by docetaxel (Figure 1c). The basal amount of sTNF-α production and the magnitude of docetaxel-induced sTNF-α production varied between experiments (compare Figures 1a and 1c for 45 n*M *docetaxel). Nevertheless, the sTNF-α levels were consistently and substantially higher in cells treated with taxanes. The extent of TNF-α induction by the taxanes appeared to decrease at higher docetaxel concentrations, possibly because of other deleterious effects of these agents on cells at the higher doses.

**Figure 1:**
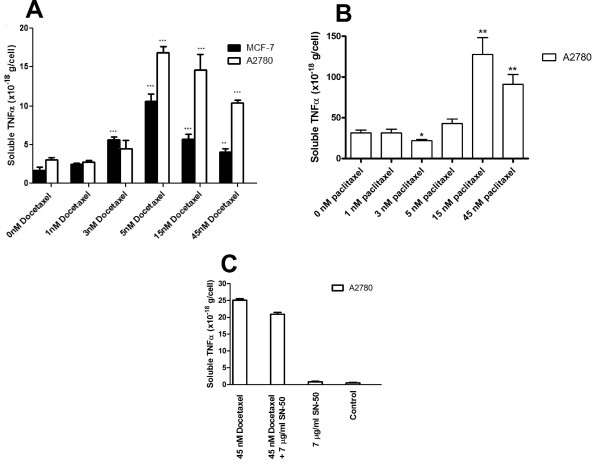
**Docetaxel or paclitaxel-induced production of soluble tumor-necrosis factor alpha (sTNF-α) in MCF-7_CC _and A2780 cells. (a) **The mean concentration of sTNF-α (± standard error) (*n *= 4) found in the medium of MCF-7_CC _(black) or A2780 (white) cells cultured for 48 hours with varying amounts of docetaxel. **(b) **The mean concentration of sTNF-α (± standard error) (*n *= 4) found in the medium of A2780 cells cultured for 48 hours with varying amounts of paclitaxel. **(c) **The effect of docetaxel (45 n*M*) and/or the nuclear factor (NF)-κB inhibitor SN-50 (7 μg/ml) on sTNF-α production in A2780 cells. The significance of differences in sTNF-α levels was assessed by using a Student *t *test; *P *values of < 0.01 and < 0.001 are represented by ** and *** symbols, respectively.

### Selection of MCF-7 cells in increasing concentrations of docetaxel results in acquisition of progressive docetaxel resistance above a threshold dose

Increasing exposure of MCF-7 cells to docetaxel up to a con{centration of 1.1 n*M *(dose 8, MCF-7_TXT8 _cells) did not affect docetaxel sensitivity (Figure 2). However, selection to 3.33 n*M *docetaxel (dose 9, MCF-7_TXT9 _cells) resulted in an 11.4-fold resistance to docetaxel. Above this threshold, resistance factors increased to 16.6, 32.8, and 184 for cells selected to final docetaxel concentrations of 5 n*M *(dose 10, MCF-7_TXT10 _cells), 15 n*M *(dose 11, MCF-7_TXT11 _cells), and 45 n*M *(dose 12, MCF-7_TXT12 _cells), respectively. Interestingly, MCF-7_TXT _cells exhibited an even greater cross-resistance to paclitaxel, with resistance factors of 148 and 251 at selection doses 11 and 12, respectively [23]. The resistance factor for MCF-7 cells selected for resistance to paclitaxel at the maximally tolerated dose (MCF-7_TAX-1 _cells) was 42. These cells also exhibited strong cross-resistance to docetaxel (46-fold) [24]. In contrast, ovarian A2780 cells could be selected for resistance to considerably higher concentrations of docetaxel. A2780_DXL _cells at their maximally tolerated dose (405 n*M*) exhibited ~4,000-fold resistance to docetaxel (Armstrong *et al.*, unpublished data).

**Figure 2:**
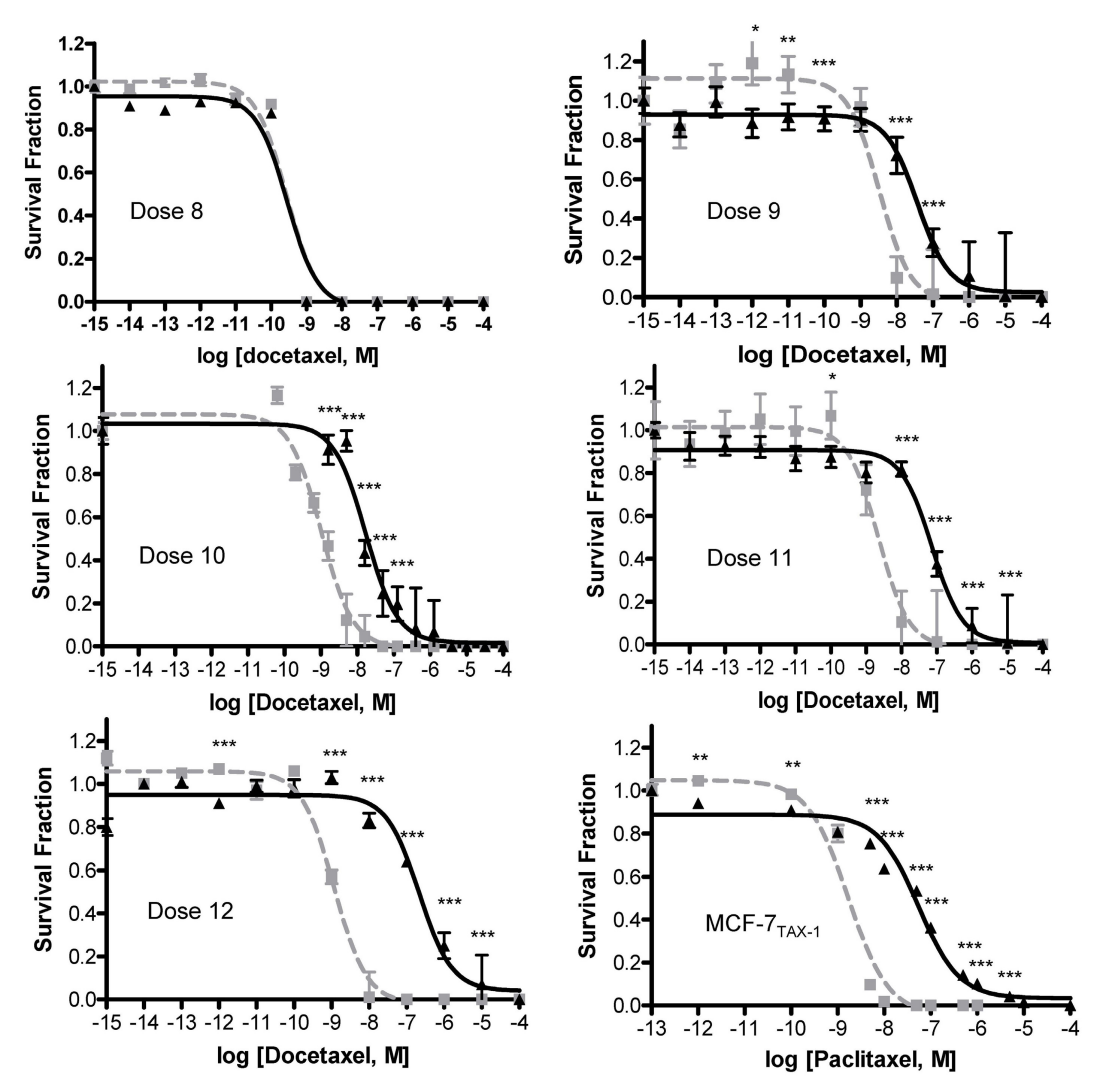
**Acquisition of resistance to docetaxel or paclitaxel in MCF-7 cells**. Sensitivity of MCF-7_CC _cells (broken lines) and taxane-selected MCF-7 cells (solid lines) was measured after selection for survival to dose levels 8 (MCF-7_TXT8_), 9 (MCF-7_TXT9_), 10 (MCF-7_TXT10_), 11 (MCF-7_TXT11_), or 12 (MCF-7_TXT12_), or at the maximally tolerated dose of paclitaxel (MCF-7_TAX-1 _cells). Mean survival fractions (± standard error) are plotted, and the significance of differences in docetaxel sensitivity between the taxane-selected and control cell lines was assessed by using a Student *t *test (*n *= 5); *P *values of < 0.05, < 0.01, and < 0.001 are represented by the *, **, and *** symbols, respectively.

### Effects of docetaxel on sTNFα in MCF-7_CC _and MCF-7_TXT _cell lines

MCF-7_CC _and MCF-7_TXT8 _cells secreted low amounts of TNF-α (11.5 × 10^-18 ^± 0.4 × 10^-18 ^g/cell and 5.5 × 10^-18 ^± 1.4 × 10^-18 ^g/cell, respectively). When these cell lines were exposed to 50 n*M *docetaxel, no significant difference in sTNF-α secretion was observed (Figure 3a). In contrast, untreated MCF-7_TXT9 _and MCF-7_TXT10 _cells secreted 31.8-fold and 18.2-fold higher levels of sTNF-α than did MCF-7_CC _cells (*P *< 0.0001), and addition of 50 n*M *docetaxel increased sTNF-α production a further 1.62-fold and 1.27-fold, respectively (*P *< 0.01). sTNF-α levels returned to basal levels in MCF-7_TXT11 _and MCF-7_TXT12 _cells, even after treatment with 50 n*M *docetaxel. No differences in sTNF-α levels were observed between MCF-7_CC _and MCF-7_TAX-1 _cells, in the presence or absence of docetaxel (data not shown). TNF-α transcript levels in MCF-7_TXT10 _cells (relative to S28 expression) were 198.5 ± 30.5 higher than the levels of this transcript in MCF-7_CC _cells (Figure 3b), suggesting that elevated secretion of sTNF-α is likely due to dramatically increased expression of TNF-α transcripts and protein.

**Figure 3:**
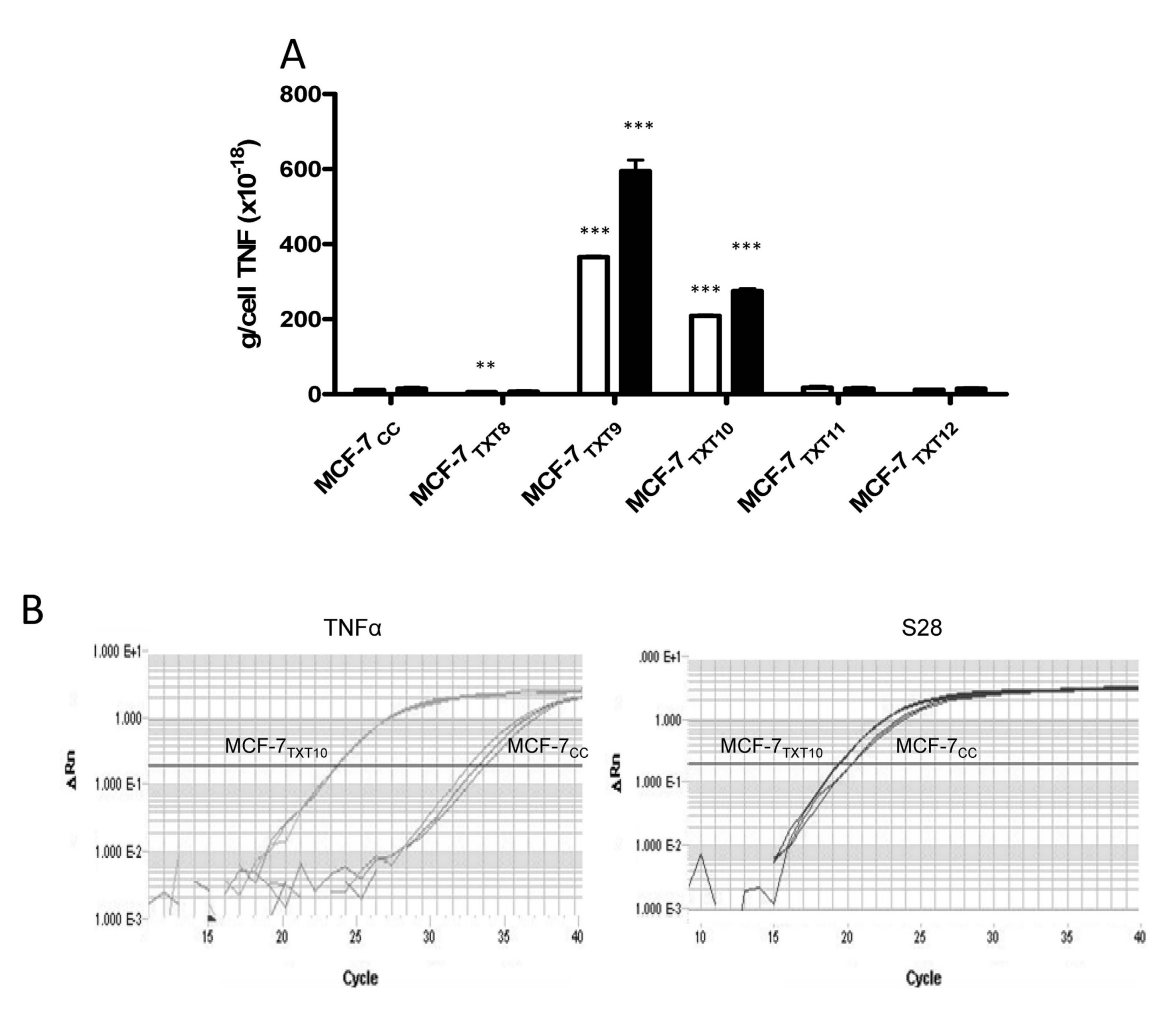
**Levels of soluble tumor-necrosis factor alpha (sTNF-α) in the medium of MCF-7**_CC _**and MCF-7_TXT _cells on exposure to docetaxel**. The ability of MCF-7 cells to produce sTNF-α was measured by using an enzyme-linked immunosorbent assay (ELISA) after selection for survival to docetaxel dose levels 8 (MCF-7_TXT8_), 9 (MCF-7_TXT9_), 10 (MCF-7_TXT10_), 11 (MCF-7_TXT11_), or 12 (MCF-7_TXT12_), or to the maximally tolerated dose of paclitaxel (MCF-7_TAX-1 _cells). After selection, the cells at the various selection doses were assessed for their production of sTNF-α in the absence (white bars) or presence (black bars) of 50 n*M *docetaxel **(a)**. The results presented are the mean levels (± standard error) for five independent experiments, and the significance of differences in sTNF-α levels between MCF-7_CC _and MCF-7_TXT _cells was assessed by using a Student *t *test; *P *values of < 0.01 and < 0.001 are represented by the ** and *** symbols, respectively. **(b) **Expression of TNF-α and S28 transcripts measured with RTqPCR by using cDNA preparations from MCF-7_CC _and MCF-7_TXT _cells (dose level 10).

### MCF-7_TXT _and MCF-7_TAX-1 _cells are resistant to TNF-α-induced cytotoxicity

TNF-α (10 ng/ml) reduced colony formation in a clonogenic assay by 79.8% ± 6.0% and 66.6% ± 1.7% for MCF-7_CC _and MCF-7_TXT8 _cells, respectively (*P *< 0.0001) (Figure 4a). In contrast, MCF-7_TXT9_, MCF-7_TXT10_, MCF-7_TXT11_, and MCF-7_TAX-1 _cells all had similar levels of colony formation in the absence or presence of 10 ng/ml TNF-α, indicating substantial TNF-α resistance. TNF actually increased colony formation in MCF-7_TXT12 _cells, possibly because of a high level of activation of growth and survival pathways in these cells at the highest selection dose, some of which are TNF-α dependent (see Discussion). The cell lines were also cultured in the presence of varying concentrations of TNF-α. Colony formation was very strongly reduced in MCF-7_CC _cells in the presence of 50 or 100 ng/ml TNF-α (*P *< 0.0001) (Figure 4b). Reductions in colony formation were much smaller for MCF-7_TXT10 _cells treated with 50 ng/ml or 100 ng/ml TNF-α, again indicating resistance to TNF-α cytotoxicity in docetaxel-resistant cells. MCF-7_TAX-1 _cells treated with 10 ng/ml TNF-α formed similar numbers of colonies as did untreated cells, suggesting that these cells were also resistant to TNF-α. However, TNF-α concentrations of 50 or 100 ng/ml induced strong reductions in colony formation relative to MCF-7_TXT10 _cells, suggesting greater resistance to TNF-α in the former cell line than in the latter.

**Figure 4:**
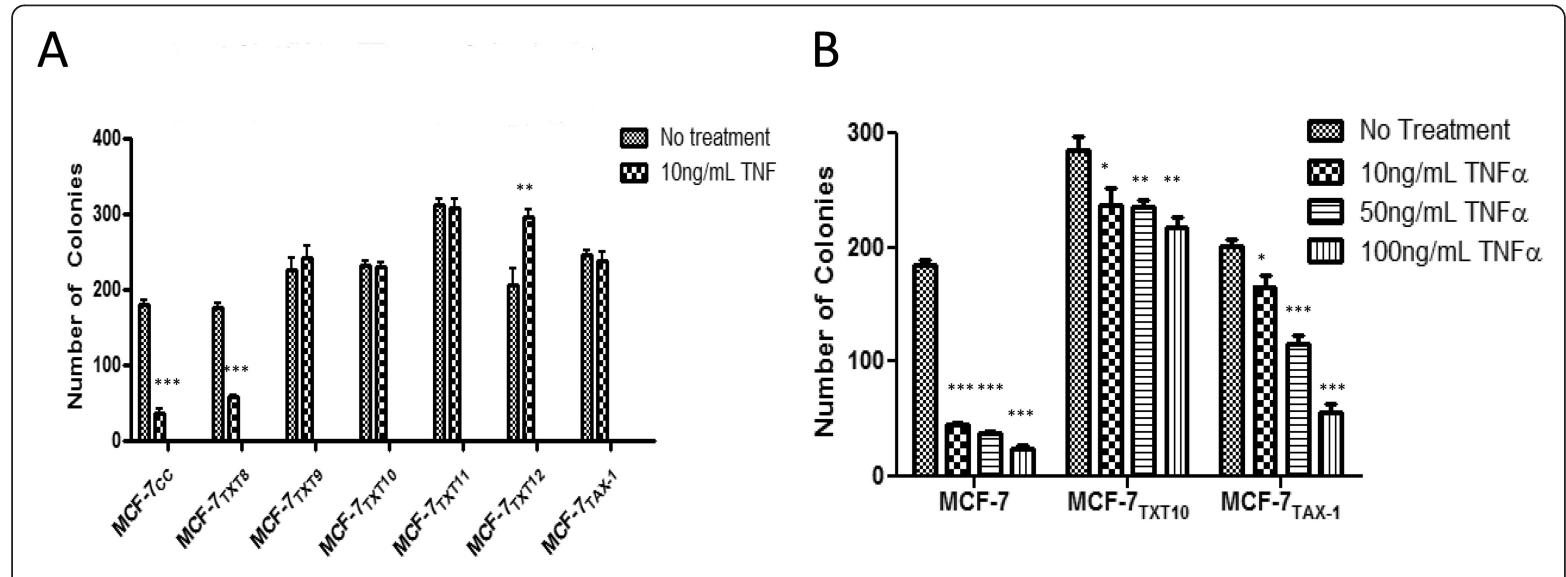
**Sensitivity of MCF-7_CC_, MCF-7_TXT_, and MCF-7_TAX-1 _cells to tumor-necrosis factor (TNF)-α in clonogenic assays**. The effect of docetaxel selection dose on colony formation in MCF-7_CC _and MCF-7_TXT _cells in the absence or presence of 10 ng/ml TNF **(a)**. Colony formation in MCF-7, MCF-7_TXT10_, and MCF-7_TAX-1 _cells in the presence of 0 ng/ml, 10 ng/ml, 50 ng/ml, or 100 ng/ml TNF-α **(b)**. The mean numbers of colonies (± standard error) are depicted, and the significance of differences in TNF-α sensitivity between MCF-7_CC _and MCF-7_TXT _cells at the various selection doses was assessed by using a Student *t *test; *P *values of < 0.05, < 0.01, and < 0.001 are represented by the *, **, and *** symbols, respectively.

### TNFR1 protein levels (but not transcript levels) are reduced on acquisition of docetaxel resistance in MCF-7 cells

Unlike TNFR2, the levels of TNFR1 protein (as measured in immunoblotting experiments) decreased on acquisition of docetaxel resistance at dose 9 (MCF-7_TXT9 _cells) and remained low in MCF-7_TXT10 _and MCF-7_TXT12 _cells (Figure 5a). Interestingly, RTqPCR analysis revealed no significant differences in TNFR1 transcript expression between these cell lines (Figure 5b). Similar soluble TNFR1 (sTNFR1) levels were observed in MCF-7_CC _and MCF-7_TXT8 _cells (Figure 5c), although levels decreased in MCF-7_TXT9 _and MCF-7_TXT10 _cells (*P *< 0.001). sTNFR1 levels then returned to those of MCF-7_TXT8 _cells as docetaxel-selective pressure was increased.

**Figure 5:**
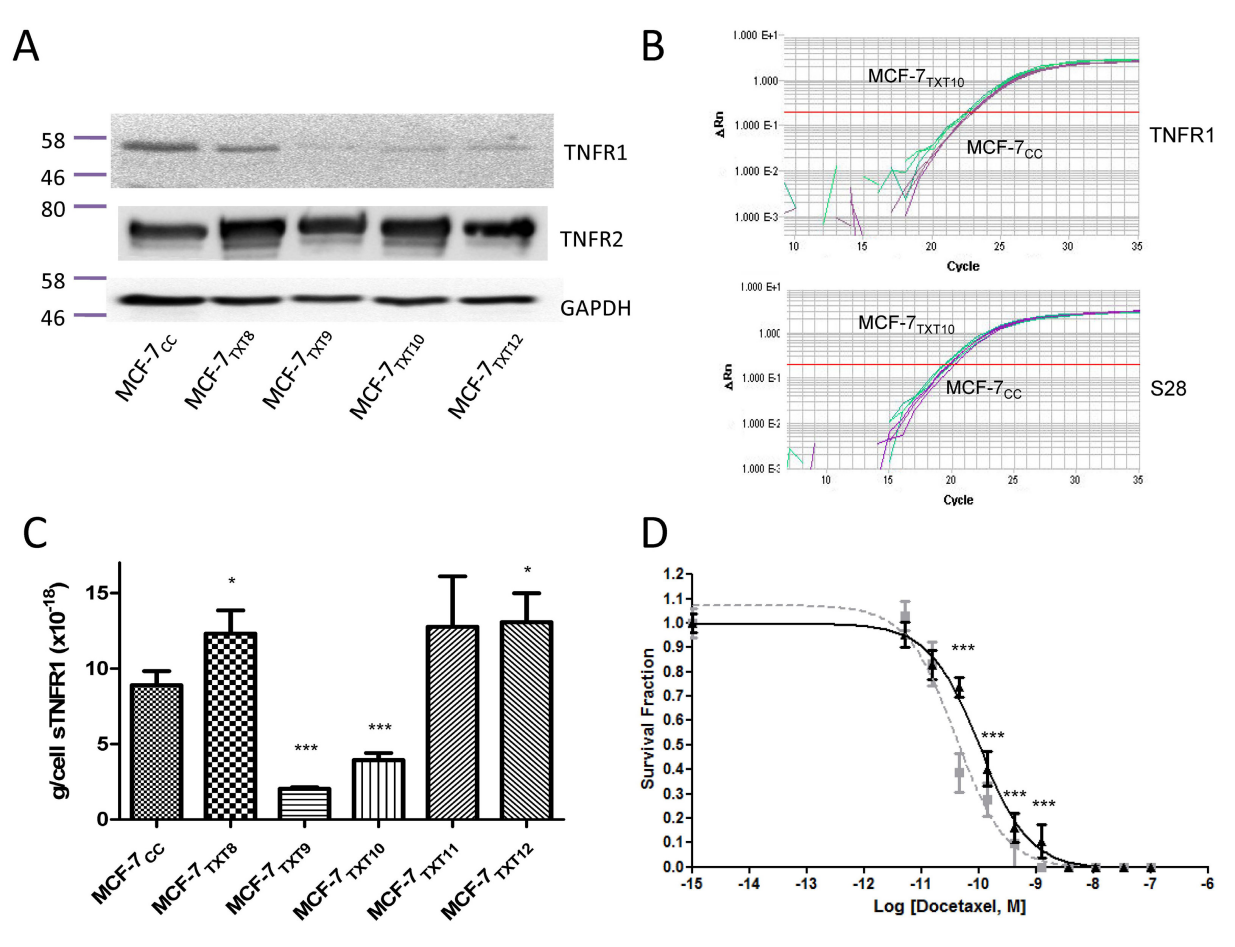
**Tumor-necrosis factor receptor (TNFR)1 and TNFR2 levels in MCF-7_CC _and MCF-7_TXT _cell lines. (a) **Protein levels of TNFR1, TNFR2, and GAPDH in MCF-7_CC_, MCF-7_TXT8_, MCF-7_TXT9_, MCF-7_TXT10_, and MCF-7_TXT12 _cells. **(b) **TNFR1 and S28 transcript levels in MCF-7_CC _and MCF-7_TXT10 _cells determined with reverse transcription quantitative PCR (RTqPCR). **(c) **The mean concentration (± standard error; *n *= 4) of secreted TNFR1 protein was examined in the cell lines by using an ELISA. **(d) **The ability of MCF-7_CC _cells to form colonies in a clonogenic assay at various concentrations of docetaxel in the absence (broken line) or presence (solid line) of 5 μg/ml of a TNFR1 neutralizing antibody (R&D Systems). Error bars represent standard error of the mean. Significance of differences was assessed by using a Student *t *test; *P *values of < 0.05, < 0.01, and < 0.001 are represented by *, **, and *** symbols, respectively.

### Induction of docetaxel resistance in MCF-7 cells through application of a TNFR1 neutralizing antibody

Significant differences in colony formation were observed between TNFR1 neutralizing antibody-treated MCF-7_CC _cells and untreated cells when incubated with 1.23 n*M *(*P *< 0.0001), 0.41 n*M *(*P *= 0.0002), 0.14 n*M *(*P *= 0.0006), and 0.046 n*M *(*P *< 0.0001) docetaxel (Figure 5d). Nonlinear regression curve-fitting programs revealed that MCF-7_CC _cells incubated with the TNFR1 neutralizing antibody were about 2.25-fold more resistant to docetaxel than were untreated cells, consistent with a role for the TNF-α pathway in docetaxel cytotoxicity.

### Activation of NF-κB on acquisition of docetaxel resistance

Unlike MCF-7_TAX-1 _cells, MCF-7_TXT10 _cells had 35% lower IκB levels than did MCF-7_CC _cells (*P *= 0.03) (Figure 6a). Measurement of NF-κB binding in nuclear extracts from MCF-7 and MCF-7_TXT8 _cells revealed low binding of NF-κB p65 and p50 subunits to the NF-κB transcription factor binding site (Figures 6b and 6c). In contrast, nuclear extracts from MCF-7_TXT9 _and MCF-7_TXT10 _cells exhibited more than threefold higher levels of subunit binding to the NF-κB sequence compared with equivalent extracts from MCF-7_CC _cells (*P *< 0.05). This binding was reduced as cells were exposed to higher docetaxel selection doses. Interestingly, 50 n*M *docetaxel induced even higher levels of p65 and p50 subunit binding in MCF-7_CC _and MCF-7_TXT _cells, except when docetaxel selection doses were more than 15 n*M *(doses 11 and 12).

**Figure 6:**
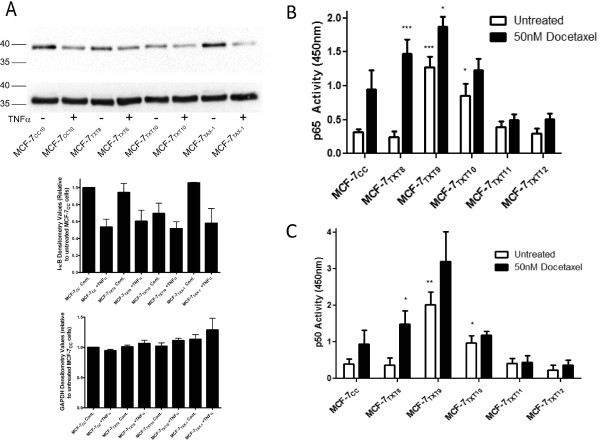
**Nuclear factor (NF)-κB activity in MCF-7_CC_, MCF-7_TXT_, and MCF-7_TAX-1 _cells. (a) **Levels of I-κB and a reference protein glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in MCF-7_CC_, MCF-7_TXT8_, MCF-7_TXT10_, and MCF-7_TAX-1 _cells in the absence or presence of 10 ng/ml Tumor-necrosis factor (TNF)-α. Protein levels were assessed in immunoblotting experiments with quantification of band intensities by using densitometry. The effect of selection for survival in increasing doses of docetaxel on the activity of the NF-κB p65 **(b) **and p50 **(c) **subunits in the absence or presence of docetaxel also was examined by using an ELISA. Mean (± standard error) values are plotted, and the significance of differences between MCF-7_CC _and taxane-resistant cells or differences between treated and untreated cells was assessed by using a Student *t *test; *P *values of < 0.05, < 0.01, and < 0.001 are represented by *, **, and *** symbols, respectively.

### Promotion of TNF-α cytotoxicity in MCF-7_TXT10 _cells by cycloheximide or a TNFR2 neutralizing antibody

As previously observed, exposure of MCF-7_CC _cells to 10 ng/ml TNF-α strongly decreased colony formation in a clonogenic assay, whereas MCF-7_TXT10 _cells exhibited significant resistance to TNF-α (Figure 7a). The addition of the protein-synthesis inhibitor cycloheximide, 5 μg/ml, restored the ability of TNF-α to be cytotoxic to MCF-7_TXT10 _cells, while having only a small additional effect on TNF-α cytotoxicity in MCF-7_CC _cells. These observations suggested that a protein, possibly NF-κB, is critical for maintaining resistance to TNF-α.

**Figure 7:**
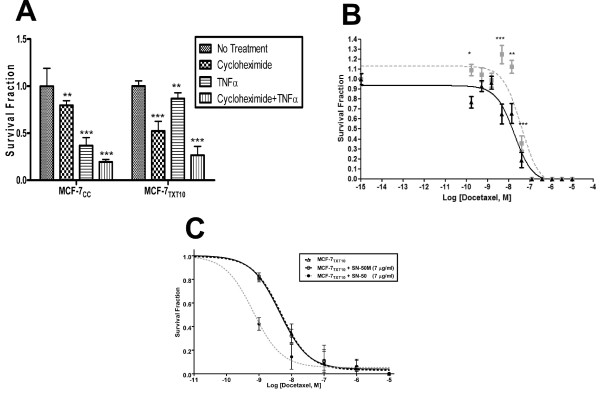
**Effect of various agents on colony formation in MCF-7_CC _or MCF-7_TXT10 _cells**. MCF-7_CC _or MCF-7_TXT10 _cells were assessed for their ability to form colonies after exposure to 10 ng/ml tumor-necrosis factor (TNF)-α, 10 μg/ml cycloheximide, or a combination of both agents for 24 hours **(a)**. The ability of MCF-7_TXT10 _cells to form colonies in increasing concentrations of docetaxel in the absence (broken line) or presence (solid line) of a TNFR2 neutralizing antibody (5 μg/ml) was also examined **(b)**. The effects of an NF-κB inhibitor SN-50 (7 μg/ml; broken gray line) or a control peptide SN-50 M (7 μg/ml; broken black line) on the colony-forming behavior of MCF-7_TXT10 _cells also were examined **(c)**. Mean survival fractions (± standard error) are plotted. Significance of differences was assessed by using a Student *t *test; *P *values of < 0.05, < 0.01, and < 0.001 are represented by *, **, and *** symbols, respectively.

To test this hypothesis, and because NF-κB is activated on TNF-α binding to TNFR2, resulting in enhanced expression of survival genes [20], we theorized that docetaxel cytotoxicity might be increased in MCF-7_TXT10 _cells on addition of a TNFR2-neutralizing antibody or an inhibitor of NF-κB function. Supporting this conjecture, we observed a greater reduction in colony formation for TNFR2-neutralizing antibody-treated cells than untreated cells when treated with 41.2 n*M *(*P *= 0.0007), 13.7 n*M *(*P *= 0.005), 4.5 n*M *(*P *= 0.006), or 1.7 n*M *(*P *= 0.01) docetaxel (Figure 7b). Nonlinear regression curve-fitting for three independent experiments revealed that the TNFR2 neutralizing antibody rendered MCF-7_TXT10 _cells 2.13-fold more sensitive to docetaxel than were untreated cells. Moreover, as shown in Figure 7c the peptide SN-50, which contains the nuclear localization signal of NF-κB and thus blocks the transcription factor translocation to the nucleus [25], increased docetaxel cytotoxicity to an even greater degree in MCF-7_TXT10 _cells (7.1-fold). In contrast, a control peptide (SN-50 M), in which critical basic amino acids within the nuclear localization signal are replaced with uncharged amino acids, had no effect on docetaxel sensitivity (Figure 7c).

### Network-based analysis of genes associated with the acquisition of docetaxel resistance

Assessment of microarray data by using an FI network approach (see Materials and methods) revealed 2,235 genes that were differently expressed between parental and docetaxel-resistant MCF-7 breast cancer cell lines (fold-change > 2.0 and FDR ≤ 0.05). Of these, 834 (37.3%) were in the FI network, and hierarchic clustering reduced this to a set of 753 of the most interconnected candidates. This gene set was then used for further analyses. 

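MCF-7TXT10 cells, breast cancer cells selected with docetaxel up to 5.00 nM (dose 10), were compared with drug-sensitive cells. The paper names these MCF-7CC and the sample labels MCF-7. By the paper's definition MCF-7CC cells are co-cultured controls, kept without taxane to a like passage number, and they are called parental here. Total RNA from 3 isolations of each cell line was pooled, labelled with Cy3 or Cy5 and hybridized to 4 two-color Agilent whole-genome arrays (41000 probes). On replicates 1 and 2 the RNA of the resistant cells carried Cy5, and on replicates 3 and 4 it carried Cy3. All 4 arrays lie on 1 slide and hold 1 pair of RNA pools, so the spread between them measures labelling and hybridization and not differences between cultures, and no test of the cell lines themselves can be made from them. The median spot signal per array was 175.3 to 195.6 intensity units in the green channel (median 180.7) and 135.8 to 146.0 in the red channel (median 143.5), over median local backgrounds of 59 to 62 and 46 to 48. Between 56.33% and 63.29% of the probes were well above background in the resistant RNA and between 58.2% and 60.35% in the parental RNA. The authors' files hold spot intensities from Agilent Feature Extraction, with processed signals that are background-subtracted and dye-normalized within each array. The values here start from the mean spot signals and the median local backgrounds, corrected with normexp (offset 50) and normalized by loess within each array in limma. Log2 ratios of resistant over parental RNA were averaged with equal weight for both labelling orientations, over the 25881 probes that were well above background on at least 2 of the 4 arrays in one of the RNAs. Each of 19415 genes is represented by its probe with the highest mean signal, 12548 of them under a symbol that the reference table of gene names holds. A gene is called higher or lower where its mean ratio exceeded 2-fold and every array showed the same direction, which is a rule on size and not a test. Where one of the RNAs was not well above background on any array, the fold change is given only as a lower bound. The median SD of a log2 ratio over the arrays was 0.143.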

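The interferon-stimulated genes were higher in docetaxel-resistant MCF-7TXT10 cells nearly throughout, with 30 of the 31 that could be measured above 2-fold and none lower. XAF1, an interferon-induced protein that binds XIAP, had a log2 ratio of 5.56 ± 0.28 (SD, n = 3 arrays, and 4.74 and 3.04 by its other probes) and was 47.0-fold higher, and IFIT1, which binds viral RNA, was 24.0-fold higher (log2 ratio 4.58 ± 0.24, n = 3), both with no value without replicate 1. The RNA helicase DHX58 and the oligoadenylate synthetase OAS3, both parts of antiviral defence, were 23.0-fold (4.53 ± 0.08, n = 4) and 15.7-fold (3.97 ± 0.13, n = 4) higher. Genes of antigen presentation rose as well, 12 of 17 measured and none lower, with HLA-DRB1, a chain of MHC class II, at 9.03-fold (3.17 ± 0.09, n = 4) and the immunoproteasome subunit PSMB8 with a log2 ratio of 3.11 ± 0.27 (n = 4, and 4.98 with processed signals), its parental RNA being well above background on 1 of 4 arrays. Of 7 measured leukocyte markers, none was over 2-fold in either direction, and the highest was CD68 with a log2 ratio of 0.34 ± 0.12 (n = 4). The highest ratio among genes well above background in both RNAs on every array was that of CEACAM6, a cell adhesion protein, at 93.1-fold (6.54 ± 0.17, n = 4), followed by its relative CEACAM7 at 32.2-fold (5.01 ± 0.07, n = 4, and 0.77 by its other probe) and PLAT, the tissue plasminogen activator, at 31.2-fold (4.96 ± 0.27, n = 4). The other probe of CEACAM6 was not well above background in either RNA, and that of CEACAM7 gave only a lower bound, 1.55-fold. Among 11 measured ABC transporters linked to drug efflux, ABCC2 was 10.2-fold higher (3.34 ± 0.18, n = 4) and ABCB1, the efflux pump P-glycoprotein, 8.53-fold higher (3.09 ± 0.11, n = 4), and ABCC3 was lower, with a log2 ratio of -1.43 ± 0.13 (n = 4). With processed signals the log2 ratios of ABCC2, ABCB1 and ABCC3 were 4.66, 4.41 and -1.64. Of 18 measured genes of the estrogen receptor and the luminal epithelium, 3 were higher and 2 lower: TFF3 was 12.0-fold higher (3.58 ± 0.10, n = 4, and 3.42 and 1.42 by its other probes), PGR, the progesterone receptor, 5.76-fold higher (2.52 ± 0.22, n = 4), MUC1, named after its value was seen, 3.39-fold higher (1.76 ± 0.18, n = 4), and PDZK1 and the growth factor AREG had log2 ratios of -1.02 ± 0.15 (-0.96 without replicate 1) and -1.29 ± 0.18 (n = 4). Among genes well above background in both RNAs on every array, the lowest ratios included those of SCIN, which severs actin filaments, at 13.5-fold lower (-3.76 ± 0.31, n = 4), and of the noncoding RNA H19 at 6.28-fold lower (-2.65 ± 0.23, n = 4, and -0.45 by its other kept probe). In all, 1050 genes were more than 2-fold different, 753 higher and 297 lower in the resistant cells. The same 1050 passed the study's thresholds in limma's test over these arrays (adjusted over the kept probes, with a dye term), and for each of these lists the count at those thresholds was unchanged when adjusted over the list alone. The limma fit gave infinite prior degrees of freedom here, so every probe shared 1 SD of 0.136. Every gene over 2-fold then passed, so this agreement adds nothing to the size rule. With Agilent's processed signals in place of the normexp correction and loess 2404 genes were more than 2-fold different and with plain background subtraction 2564, and 71.7% of the genes were higher here against 63.3% and 55.8% under those settings and 60.8% with median centring. For 104 of the 1050 genes only a lower bound of the fold change could be given.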

The average shortest-distance calculation showed that genes in this set were linked together much more tightly than would be expected by chance alone (*P *< 0.001), indicating that these differentially expressed genes occupy a small corner of the large FI network space. A subnetwork was built from these 753 genes by adding the minimum number of linker genes required to form fully connected networks involving these genes. The resulting networks consisted of 938 genes, 185 of which were linkers. A Markov clustering algorithm was then used to identify clusters of proteins (coded by the genes) that are highly interconnected with each other and less connected to the outside world. This algorithm identified 14 clusters consisting of more than 20 genes, including a cluster of 22 TNF-associated genes and eight linkers (Figure 8a).

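Most of the genes that the paper draws as upregulated in Figure 8a were higher in MCF-7TXT10 cells on every array. Of these 17 genes, 10 passed 2-fold, 6 were higher without passing, CARD6 among them with only a lower bound, and the apoptosis inhibitor BIRC8 was not well above background in either RNA. CASP10, an initiator caspase that death receptors recruit, was at least 2.96-fold higher (log2 ratio 1.57 ± 0.16, SD, n = 4 arrays, and 1.53 and 0.47 by its other probes), COX6C, a subunit of cytochrome c oxidase, 2.75-fold higher (1.46 ± 0.14, n = 3, with no value without replicate 3) and the transcription factor SOX9 2.10-fold higher (1.07 ± 0.08, n = 4). PARP3, which acts in DNA repair, was 1.90-fold higher (0.93 ± 0.22, n = 4, with 1.03 without replicate 1 and 0.62 in the lowest setting tried). CYLD, a deubiquitinase that restrains NF-κB, was 1.77-fold higher (0.83 ± 0.02, n = 4, and 0.30 by its other probe) and CARD6 at least 1.52-fold higher (0.60 ± 0.16, n = 4). CASP8, the initiator caspase of the death-inducing complex, was 1.22-fold higher by its brightest probe (0.29 ± 0.08, n = 4), while another of its probes had a log2 ratio of 1.29. All 5 genes drawn as downregulated had lower mean ratios without passing 2-fold: CTSD, the protease cathepsin D, with a log2 ratio of -0.91 ± 0.20 (n = 3), TPK1, thiamin kinase, with -0.38 ± 0.11 (n = 4) and the deubiquitinase USP7 with -0.32 ± 0.16 (n = 4), besides TNFRSF6B and TRAF3IP2. With Agilent's processed signals 15 of the 17 and 3 of the 5 were over 2-fold. These genes were chosen by the study on the same arrays, so their direction is not independent evidence. From a network built on its differently expressed genes, the paper identifies them as a cluster associated with TNF.

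**Figure D1:**
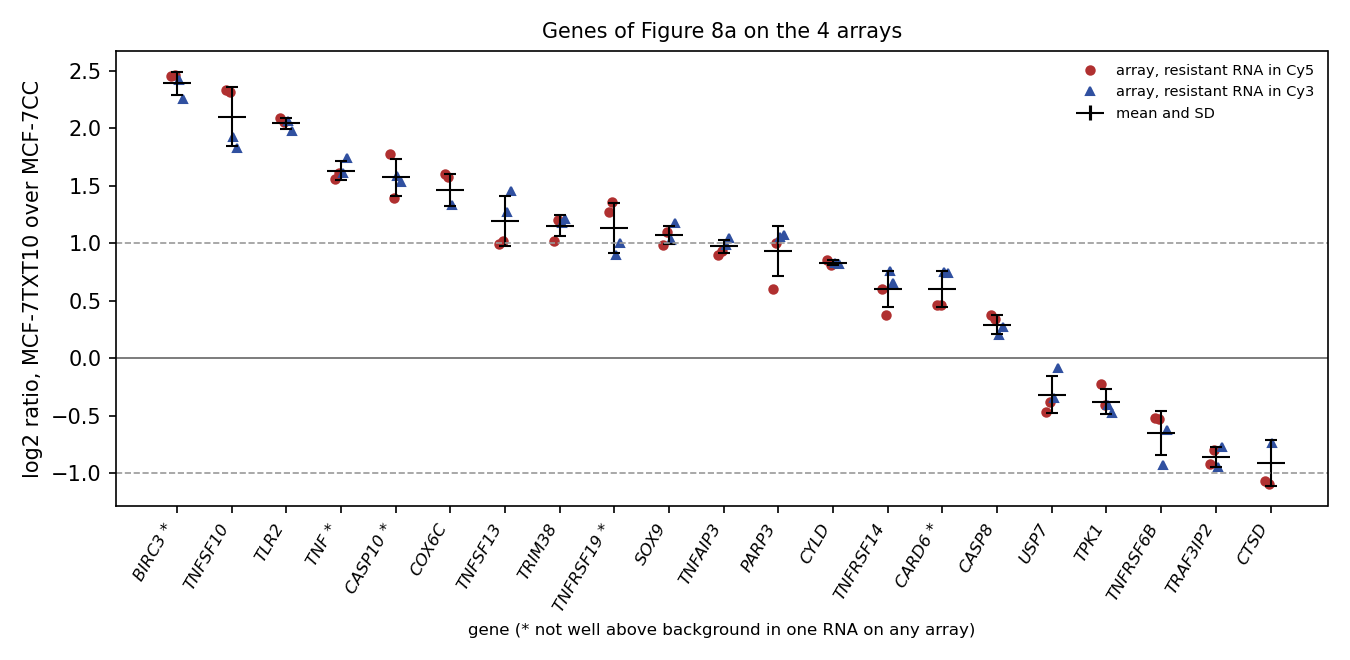
Log2 ratio of MCF-7TXT10 over MCF-7CC RNA (vertical axis) for the 16 measured genes drawn as upregulated and the 5 drawn as downregulated in Figure 8a (horizontal axis), with 1 point per array, circles for resistant RNA in Cy5, triangles for resistant RNA in Cy3, and bars for the mean and SD. The dashed lines stand at 1 and -1, and the upregulated genes run from BIRC3, with arrays at 2.25 to 2.46, to CASP8, with arrays at 0.20 to 0.37.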

**Figure 8:**
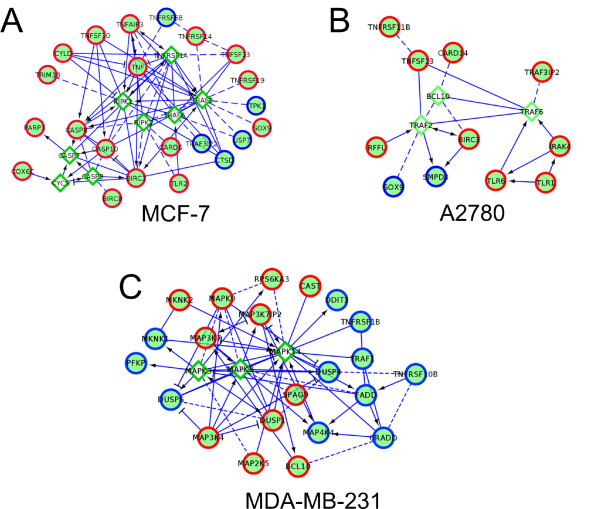
**Networks of tumor-necrosis factor (TNF)-α-related genes that exhibited alterations in gene expression on selection for resistance to docetaxel in MCF-7 breast carcinoma (a), A2780 ovarian carcinoma (b), or MDA-MB-231 breast carcinoma (c) cells**. Gene expressions in the wild-type and docetaxel-resistant cell lines were compared with microarray analysis, after which differentially expressed genes were grouped into functional interaction networks, as described in Materials and methods. Genes upregulated in docetaxel-resistant cells are depicted by using red circles, whereas genes downregulated in docetaxel-resistant cells are depicted by using blue circles. Linker genes are depicted in green diamonds. Direct activating or inhibitory interactions are indicated with the symbols → and ┤, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

We used an identical approach to identify clusters of differentially expressed genes between wild-type and docetaxel-resistant A2780 ovarian carcinoma cells. 

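A2780DXL cells, ovarian carcinoma cells selected with docetaxel up to 405 nM, were compared with wild-type A2780 cells on 8 arrays of the same design. The paper and the labels name the control A2780, while the authors' deposited comparison names it CC. The paper also made co-cultured A2780CC cells, so whether the passage number of the control was matched is not known. RNA from 3 isolations of each cell line was pooled before labelling, so these arrays also hold 1 pair of RNA pools and are technical replicates. Replicates 1 to 4 carried the resistant RNA in Cy5 and replicates 5 to 8 in Cy3. Replicates 1, 2, 5 and 6 lie on 1 slide and the others on another. The orientations were scanned on different days. An effect of the scan day on a probe's red over green ratio therefore cannot be told apart from a difference between the RNAs. The median spot signal per array was 140.3 to 243.6 intensity units in the green channel (median 181.7) and 117.5 to 194.9 in the red channel (median 141.85), over median local backgrounds of 57 to 67 and 43 to 69. In the resistant RNA 41.61% to 48.51% of the probes were well above background on the arrays where it carried Cy5. Where it carried Cy3 these were 56.79% to 61.86%, so this RNA was detected by fewer probes in the first orientation. In the parental RNA between 56.51% and 62.07% of the probes were well above background. Signals were corrected, normalized and averaged as for MCF-7, over 25777 kept probes and 19445 genes (12529 under a symbol of the reference table), and the median SD of a log2 ratio over the arrays was 0.206. One step departs from the procedure set before the data were examined. A few spots with a local background far above their own signal, in part near saturation, made the normexp fit fail on replicate 3, where it placed the background at -1050 intensity units in the green channel against -8.35 to -1.05 on the arrays when such spots were left out, and the ratios of that array then rose with a slope of only 0.36 on those of the other arrays. Spots more than 100 intensity units below their local background, 19 on replicate 3, 3 on replicate 6 and 1 on replicate 2, were therefore left out before the fit; this was decided after the counts of genes with all spots had been seen, and no spot of the MCF-7 arrays was affected.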

Of 955 genes that were differentially expressed between the two cell lines, a network of 11 TNF-related genes and three linkers was identified (Figure 8b). 

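In docetaxel-resistant A2780DXL cells the largest gains included SPP1 and the drug efflux pump ABCB1. SPP1, the secreted phosphoprotein osteopontin, was 80.6-fold higher than in A2780 cells (log2 ratio 6.33 ± 0.33, SD, n = 8 arrays), the Rho GTPase regulator DLC1 43.8-fold by its brightest probe (5.45 ± 0.14, n = 8, against 1.32 and 2.55 by its other probes) and EFNB2, an ephrin ligand, 24.3-fold (4.60 ± 0.27, n = 8, against 1.28 by its other probe). Of 10 measured ABC transporters linked to drug efflux, 3 were higher and none lower: the phospholipid transporter ABCB4 by 57.1-fold (5.83 ± 0.20, n = 6), ABCB1 by 29.2-fold (4.87 ± 0.29, n = 8) and, named after its value was seen, ABCG2 by 2.19-fold (1.13 ± 0.28, n = 8), which was not over 2-fold with median centring or with the normexp fit on all spots, where 2 of these genes were higher; with processed signals 1 was lower. Of 11 measured fibroblast and endothelial markers, 4 were higher and 3 lower, with the proteoglycan DCN at 78.2-fold higher (6.29 ± 0.16, n = 6), the proteoglycan LUM higher with a log2 ratio of 4.66 ± 0.33 (n = 8, and 7.21 with processed signals), its parental RNA being well above background on 1 of 8 arrays, and COL1A2, a chain of type I collagen, at 7.99-fold lower (-3.00 ± 0.15, n = 8); with the filter on every array 2 were higher and 2 lower. The detoxifying enzyme ALDH1A1 was 20.7-fold higher (4.37 ± 0.12, n = 6) and the epithelial adhesion protein EPCAM 11.5-fold higher (3.53 ± 0.09, n = 5, with no value without replicate 3). Of 21 measured tubulins and microtubule-associated proteins, 5 fell and none rose: MAP1B was at least 17.1-fold lower (-4.12 ± 0.33, n = 8) and TUBB2B at least 3.37-fold lower (-1.77 ± 0.11, n = 8), and MAP2, STMN3 and TUBE1, named after their values were seen, had log2 ratios of -1.69, -1.43 and -1.36. The lowest ratios of genes with a symbol that were well above background in both RNAs on every array were those of TMEM30B, a subunit of lipid flippases, at 16.4-fold lower by its brightest probe (-4.03 ± 0.11, n = 8, against -0.93 and -0.46 by its other probes), and of the lactate transporter SLC16A3 at 15.6-fold lower (-3.96 ± 0.27, n = 8). In all, 1444 genes were more than 2-fold different in the same direction on every array, 881 higher and 563 lower, and 1446 genes passed the study's thresholds in limma's test. The count of each of these lists at those thresholds did not change when adjusted over the list alone. Every gene over 2-fold passed, so the test adds nothing to the size rule. With the normexp fit on all spots, as first set, 1180 genes were more than 2-fold different, with Agilent's processed signals 3028, with plain background subtraction 3059 and with median centring in place of loess 1827, and the 61.0% of the genes that were higher became 59.5%, 54.7%, 50.8% and 31.8%. The slides gave 1503 and 1375 genes when each was analysed alone, with slide as a block 1446 genes passed the study's thresholds, and for 189 of the 1444 genes only a lower bound of the fold change could be given.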

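Of the TNF-related genes of Figure 8b, BIRC3 and SOX9 changed by more than 2-fold in A2780DXL cells, and the others that could be measured were closer to parity. IRAK4, a kinase of interleukin-1 signaling, was 1.83-fold higher by its brightest probe (log2 ratio 0.87 ± 0.12, SD, n = 8 arrays) and had a log2 ratio of 0.44 by the other. RFFL, a ubiquitin ligase for the TNF receptor kinase RIP, was 1.86-fold higher (0.90 ± 0.14, n = 8, and 0.56 by its other probe). CARD14, which activates NF-κB through BCL10, was 1.88-fold higher (0.91 ± 0.34, n = 8, and 1.01 without replicate 2), while another of its probes had a log2 ratio of -0.08. TRAF3IP2, an activator of IκB kinase, was 1.48-fold higher (0.56 ± 0.24, n = 8). TNFRSF11B, a decoy receptor of TRAIL, and the receptor TLR6 were not well above background in either RNA on any array, and TLR1 and TNFSF13 exceeded it in the resistant RNA on 3 and 2 of the 8 arrays. Of the 9 genes drawn as upregulated, 1 was thus more than 2-fold higher, 4 were higher by less and 4 could not be measured; of the 2 drawn as downregulated, 1 was more than 2-fold lower. With the normexp fit on all spots and on slide 2 alone BIRC3 was under 2-fold (log2 ratios 0.86 and 0.98); with Agilent's processed signals 5 of the 9 and both of the others were over 2-fold, and the study chose these genes on the same arrays. From its network analysis, the paper identifies these genes as related to TNF.

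**Figure D2:**
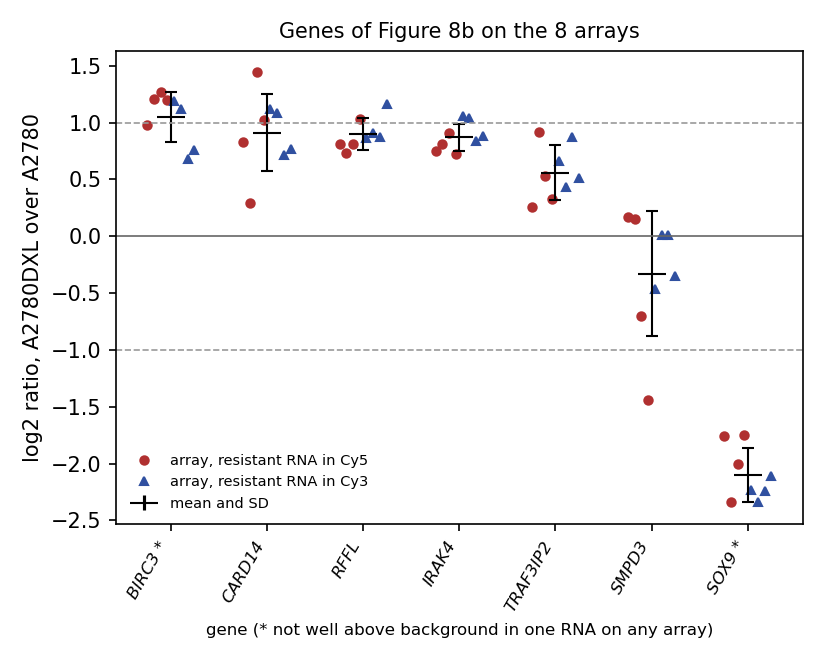
Log2 ratio of A2780DXL over A2780 RNA (vertical axis) for the 5 measured genes drawn as upregulated and the 2 drawn as downregulated in Figure 8b (horizontal axis), with 1 point per array, circles for resistant RNA in Cy5, triangles for resistant RNA in Cy3, and bars for the mean and SD. The dashed lines stand at 1 and -1; the arrays of CARD14 spread from 0.29 to 1.44 and those of SMPD3 from -1.44 to 0.17.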

When the same approach was used to identify networks of genes differentially expressed between docetaxel-sensitive and docetaxel-resistant MDA-MB-231 cells (data obtained from GEO, accession number GSE28784), a cluster of 22 TNF-related genes and three linkers was identified (see Figure 8c).

### Confirmation of changes in the expression of TNF-α-dependent genes by RTqPCR

The expression of a selected number of genes within the previously identified TNF-α signaling networks was quantitatively assessed with RTqPCR. 

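Of the TNF-related genes that the study also measured by RTqPCR, TNFSF10 and BIRC3 were higher on the arrays in both docetaxel-resistant cell lines. TNFSF10, the death ligand TRAIL, was 4.28-fold higher in MCF-7TXT10 cells (log2 ratio 2.10 ± 0.26, SD, n = 4 arrays) and 12.1-fold higher in A2780DXL cells (3.59 ± 0.35, n = 8). With processed signals its log2 ratios were 2.79 in MCF-7TXT10 and 5.24 in A2780DXL cells. TNFSF13, the ligand APRIL, was 2.27-fold higher in MCF-7TXT10 cells (1.19 ± 0.22, n = 4). It was well above background in A2780DXL cells on 2 of 8 arrays, too few to be kept, and in A2780 cells on none. TNF itself was at least 3.09-fold higher in MCF-7TXT10 cells by its brighter probe (1.63 ± 0.08, n = 4) and 1.17-fold higher by the other, and in A2780DXL cells its log2 ratio was 0.04 ± 0.25 (n = 8). TNFAIP3, a ubiquitin-editing inhibitor of NF-κB, had a log2 ratio of 0.97 ± 0.06 (n = 4) in MCF-7TXT10 cells, with parental RNA well above background on 1 of the 4 arrays, and was over 2-fold with processed signals (3.11) and plain background subtraction (3.01); it was not well above background in either A2780 line. TNFRSF1A, which encodes TNFR1, was little changed in size, with log2 ratios of -0.20 ± 0.07 (n = 4) and -0.39 ± 0.19 (n = 8). TNFSF14 and TLR6 were not well above background in either RNA of either comparison, and neither was TLR1 in the MCF-7 lines, so the arrays give no fold change for them there. Over the 9 genes of Table 1, 4 of 6 measured were more than 2-fold higher in MCF-7TXT10 cells and 2 of 4 measured in A2780DXL cells, and none was lower. Limma's counts at the study's thresholds were the same, also adjusted over the list alone, since every gene over 2-fold passed its test. The genes were chosen by the study. With the mean of all kept probes of a gene, TNF was below the limit, with a log2 ratio of 0.93, and BIRC3 in A2780DXL cells was below it with the normexp fit on all spots (0.86), which left 1 gene of the list higher there, and on slide 2 alone (0.98).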

As shown in Figure 9, a generally strong concordance was noted between changes in gene expression identified by microarray analysis and those determined by RTqPCR (12 of 14 gene-expression changes assessed). Six TNF-α-dependent genes were confirmed to have altered expression on selection of MCF-7 cells for resistance to docetaxel, including *TNFSF13, TNFSF10, TLR6, TNFAIP3, TNFSF14*, and *BIRC3 *(the latter two genes being upregulated 30-fold and 21-fold, respectively). Three of these genes were also upregulated in A2780_DXL _cells (*BIRC3, TLR6*, and *TNFSF10*, which increased expression almost 300-fold).

**Figure 9:**
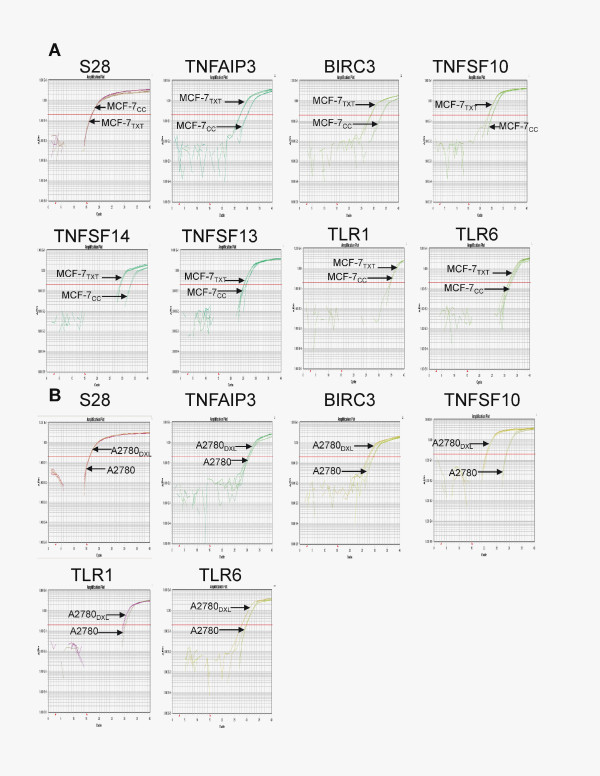
**Use of reverse transcription quantitative PCR (RTqPCR) to assess differences in the expression of Tumor-necrosis factor (TNF-α)-related genes between MCF-7_CC _and MCF-7_TXT _cells (a) and between A2780 and A2780_DXL _cells (b)**. For genes in which qPCR confirmed the changes in gene expression identified by cDNA microarray analysis, representative amplification plots are shown. *S28 *was used as the reference gene.

## Discussion

Although taxanes are known to inhibit cell division by preventing microtubule depolymerization and inducing multinucleation [8,36], it is unclear whether these are their sole mechanisms of tumor cell growth arrest/death *in vitro *and *in vivo*. Paclitaxel has been shown to increase sTNF-α release from murine macrophages [12,37], although the levels used in those studies would be unachievable in patients, and docetaxel had no effect on TNF-α expression in the same study. In our study, we showed for the first time that docetaxel (at concentrations between 3 and 45 n*M*) can stimulate TNF-α production and sTNF-α release from both breast and ovarian tumor cells. Such concentrations are clearly in the range of plasma levels of docetaxel in breast cancer patients after docetaxel infusion (10 to 75 n*M*) [38] and are likely sufficiently high to induce TNF expression in even poorly vascularized tumors. This newly identified TNF-dependent mechanism of docetaxel action may also account for its reported immunomodulatory activity [11,39]. In addition, we show in this article that paclitaxel treatment (at 5 and 15 n*M *concentrations) can dramatically increase sTNF-α release from ovarian tumor cells.

Our study also illustrates that the acquisition of docetaxel resistance in breast tumor cells temporally correlates with increased production and release of sTNF-α from cells, despite the ability of sTNF-α to be cytotoxic to cells [40]. However, the onset of docetaxel resistance in MCF-7 cells (at docetaxel selection doses ≥ 3.33 n*M*) also correlated with strongly reduced levels of TNFR1, which would block the ability of TNF-α to induce cell death. Although the mechanism responsible for TNFR1 reduction remains undefined, neither changes in TNFR1 transcript levels nor increased levels of sTNFR1 in the media were found, suggesting that the receptor was not shed from cells by the ADAM-17 protease [14]. In fact, MCF-7_TXT9 _and MCF-7_TXT10 _cells exhibited decreased levels of sTNFR1 in the medium in which it was grown. It is possible that increased levels of sTNFα produced by these cells bound to sTNFR1 in the medium, preventing its detection by the TNFR1 antibody. Taken together, our findings suggest that downregulation of TNFR1 occurs posttranscriptionally, because of either reduced translation of the *TNFR1 *transcript or increased TNFR1 proteolysis.

A recent study [41] found that TNF-α or paclitaxel induced NF-κB activity in C2C12 myotubes. However, paclitaxel did not induce increased TNF-α production, and inhibition of TNFR1 blocked TNF-α-induced NF-κB activation but did not abolish paclitaxel-induced NF-κB activity [41]. It is important to note that, in these studies, TNF-α levels were assessed only 4 hours after treatment with paclitaxel (10 n*M *to 10 μ*M*).

Whereas docetaxel selection doses between 3 and 5 n*M *resulted in highly elevated sTNF-α production, higher selection doses (≥ 15 n*M*) did not. This was despite the ability of the drug to induce TNF-α production in wild-type cells over a large concentration range (Figure 1). This may be explained by the increased expression of the Abcb1 drug transporter and reduced docetaxel uptake that we observed in MCF-7_TXT11 _and MCF-7_TXT12 _cells. Expression was maximal at the highest selection doses (≥ 15 n*M*) [42]. We propose that docetaxel accumulates at sufficient concentrations to induce production of sTNF-α in MCF-7_TXT9 _and MCF-7_TXT10 _cells. However, at or above 15 n*M *docetaxel, MCF-7_TXT _cells exhibit reduced drug uptake, such that docetaxel accumulation is insufficient to stimulate TNF-α production.

The mechanism for resistance to taxanes and TNF-α in MCF-7_TAX-1 _cells appears to differ from that of MCF-7_TXT _cells. TNFR1 levels were equivalent in MCF-7_TAX-1 _and MCF-7_CC _cells (data not shown), and IκB levels were also unchanged during selection for paclitaxel resistance (Figure 6). Because only cells exposed to the maximally tolerated dose of paclitaxel were retained during selection of MCF-7_TAX-1 _cells, it is likely that cells selected at lower doses could have exhibited elevated production of TNF-α and TNF-α-mediated NF-κB activation. However, survival by circumventing the TNF-α ability to stimulate TNFR1-induced cytotoxicity must lie downstream of the receptor. MCF-7_TAX-1 _cells are also high expressors of Abcb1 [24]. Interestingly, another paclitaxel-resistant MCF-7 cell line (MCF-7_TAX-2 _cells) [23] retained sensitivity to TNF-α (data not shown), suggesting that defects in the TNF-α pathway are not critical for taxane resistance *in vitro*. Nevertheless, considering that three of the four taxane-resistant cell lines exhibited alterations in TNF-α signaling and that docetaxel has been shown to increase sTNF-α levels in both breast and ovarian tumor cells, it appears that we have identified a common but unknown mechanism of taxane cytotoxicity and resistance that warrants further study for its potential clinical relevance.

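Several members of the TNF family changed in each docetaxel-resistant cell line, and TNFSF10 was higher in both. In MCF-7TXT10 cells, of 8 measured TNF ligands, 4 were more than 2-fold higher and none lower, namely TNF, TNFSF10, TNFSF13 and, named after its value was seen, EDA, the ligand ectodysplasin, at 2.12-fold (log2 ratio 1.08 ± 0.08, SD, n = 4 arrays). In A2780DXL cells 1 of 7 measured ligands was higher, TNFSF10. Of 14 measured receptors in A2780DXL cells, 2 were higher and 2 lower: FAS, the receptor of the Fas ligand, was 10.8-fold higher (3.44 ± 0.22, n = 8), the death receptor TNFRSF25 2.66-fold higher (1.41 ± 0.20, n = 8), TNFRSF12A, the receptor of TWEAK, 2.55-fold lower (-1.35 ± 0.21, n = 8) and TNFRSF19 at least 14.3-fold lower (-3.91 ± 0.21, n = 8, and -0.95 by its other probe). In MCF-7TXT10 cells 1 of 19 measured receptors was higher, TNFRSF19, and none lower (1 with processed signals). Of the adaptors, kinases and caspases of TNF receptor complexes, 3 of 30 measured were higher in MCF-7TXT10 cells, BIRC3, CASP10 and TRIM38, and none was lower, and 3 of 31 were higher in A2780DXL cells, BIRC3, CASP10 at 2.58-fold (1.37 ± 0.18, n = 8, and 1.11 and 0.63 by its other probes) and CARD6 at 3.55-fold (1.83 ± 0.23, n = 8, and 3.68 with processed signals), and 1 was lower, the kinase RIPK2 at 3.11-fold (-1.64 ± 0.15, n = 8). With processed signals or plain background subtraction 5 of these genes were higher in MCF-7TXT10 and 6 in A2780DXL cells, 1 was lower in MCF-7TXT10 cells, and with the normexp fit on all spots 2 were higher in A2780DXL cells. The list of adaptors includes genes that the study chose on these arrays, among them BIRC3, CASP10, TRIM38 and CARD6. Its counts and medians are therefore not independent evidence. Of the Toll-like and interleukin-1 receptors and their adaptors, 2 of 13 measured were higher in MCF-7TXT10 cells, TLR2 and the adaptor MYD88 at 2.09-fold (1.06 ± 0.12, n = 4), and 1 of 12 in A2780DXL cells, SIGIRR at 2.05-fold (1.04 ± 0.32, n = 8), and none was lower, though in A2780DXL cells 1 was lower with processed signals, 2 with plain background subtraction and 1 with median centring; MYD88 and SIGIRR were not over 2-fold with any of the other scalings tried, down to log2 ratios of 0.85 and 0.54, nor without replicate 4 (0.98) and replicate 5 (1.00), respectively, nor was MYD88 with the mean of its kept probes (0.95) or SIGIRR on slide 2 alone (0.95). For each of these lists, the count at the study's thresholds was the same in limma's test, also adjusted over the list alone. Every gene over 2-fold passed that test, so this adds nothing to the size rule. In MCF-7TXT10 cells the median of the ligands was 0.58, higher than 99.9% of random lists matched on mean signal. Those of the receptors, adaptors and Toll-like list were 0.02 (62.0%), 0.15 (96.6%) and 0.31 (98.9%). In A2780DXL cells the 4 medians were -0.03 (51.4%), -0.20 (2.8%), 0.08 (83.5%) and -0.14 (8.6%). Over all 17045 genes measured in both comparisons, 72 were more than 2-fold higher in both, where lists independent of each other would share 20.1, and 26 were lower in both, against 5.3. Opposite changes were also more numerous than for independent lists, with 38 genes higher in MCF-7TXT10 and lower in A2780DXL cells against 11.3 and 33 the other way against 9.3. The 98 genes that changed alike became 85 with the normexp fit on all spots, 360 with Agilent's processed signals and 375 with plain background subtraction, and with the mean of all kept probes 2 of the ligands were higher in MCF-7TXT10 cells.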

To provide further support for a general involvement of the TNF-α pathway in docetaxel cytotoxicity and in the induction of docetaxel resistance, we also showed in this study that selection of breast and ovarian tumor cells for resistance to docetaxel results in changes in the expression of networks of genes related to TNF-α signaling (Figure 8 and Table 2). Quite strikingly, the vast majority of the upregulated genes depicted in Table 2 code for proteins that are TNF-ligand family members, TNF-receptor family members, TNF receptor-associated proteins, TNF-dependent activators of NF-κB, or proteins that help promote degradation of the inhibitor of NF-κB (IκB). 

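Among the genes of Table 2 listed as upregulated in MCF-7TXT10 cells, 7 of 8 passed 2-fold on the arrays. Besides TNF, TNFSF10, TNFSF13 and BIRC3, these were TLR2, which stimulates NF-κB, at 4.11-fold (log2 ratio 2.04 ± 0.05, SD, n = 4 arrays), TRIM38, a regulator of NF-κB signaling, at 2.22-fold by its brighter probe (1.15 ± 0.09, n = 4) and with a log2 ratio of 1.26 by the other, whose parental RNA was well above background on 1 of the 4 arrays, and TNFRSF19, a receptor of the TNF family, with a log2 ratio of 1.13 ± 0.22 (n = 4), of which at least 1.90-fold is certain because the parental RNA was not well above background. TNFRSF14, a receptor that interacts with TRAF proteins, had a log2 ratio of 0.60 ± 0.16 (n = 4), with parental RNA well above background on 1 of the 4 arrays, and was over 2-fold with Agilent's processed signals and with plain background subtraction, where its log2 ratios were 2.09 and 2.00. Of the 10 genes of Table 2 for MCF-7, all measured, 7 were higher in MCF-7TXT10 cells and none lower by this rule, and of the 11 for A2780, 7 measured, 1 was higher and 1 lower in A2780DXL cells. At the study's thresholds limma's counts were the same, also adjusted over the list alone, which is not independent evidence since the study chose both lists on these arrays. With processed signals 8 genes of the first list were higher and 2 lower, and of the second list 5 were higher and 2 lower. Each list was also examined in the other cell line: of the genes for A2780, 3 of 9 measured were higher in MCF-7TXT10 cells, and of those for MCF-7, 2 of 7 measured were higher and 1 lower in A2780DXL cells.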

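BIRC3, which inhibits apoptosis by binding TRAF1 and TRAF2, was at least 5.05-fold higher in MCF-7TXT10 cells (log2 ratio 2.39 ± 0.10, SD, n = 4 arrays) and at least 2.07-fold higher in A2780DXL cells (1.05 ± 0.22, n = 8). In both parental cell lines it was not well above background on any array. XIAP, BIRC2 and CFLAR, which also inhibit apoptosis, stayed below 2-fold but were named after their values were seen. No list of such inhibitors was set in advance. XIAP had log2 ratios of 0.34 ± 0.10 (n = 4) in MCF-7TXT10 and 0.11 ± 0.28 (n = 8) in A2780DXL cells, BIRC2 0.12 ± 0.21 and -0.15 ± 0.24, and CFLAR, which blocks caspase-8, 0.34 ± 0.14 and -0.36 ± 0.13. Of the BCL2 family, the executioner caspases and the apoptosome, 1 of 25 measured genes was higher in MCF-7TXT10 cells, PMAIP1, which promotes apoptosis, at 2.22-fold (1.15 ± 0.07, n = 4), and 1 of 27 in A2780DXL cells, the inflammatory caspase CASP4 at 2.52-fold (1.34 ± 0.16, n = 5, with no value without replicate 3), and none was lower, though with processed signals, plain background subtraction or median centring 1 was lower in A2780DXL cells. These counts at the study's thresholds in limma's test were the same, also adjusted over the list alone, since every gene over 2-fold passed it. In A2780DXL cells, the log2 ratio of BIRC3 was 0.86 with the normexp fit on all spots and 0.98 on slide 2 alone, both under 2-fold, and that of CASP4 was 0.75 with median centring.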

Other upregulated genes are TNF-dependent inhibitors of apoptosis. 

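Of the genes that the study lists as downregulated, SOX9, a transcription factor negatively regulated by TNF-dependent NF-κB, fell in A2780DXL cells. It was at least 4.28-fold lower there (log2 ratio -2.10 ± 0.24, SD, n = 8 arrays), with no array of the resistant RNA well above background, whereas it was higher in MCF-7TXT10 cells. SMPD3, a sphingomyelinase that moves to the plasma membrane in response to TNF, was 1.25-fold lower (-0.33 ± 0.55, n = 8), and its value differed between the slides, with log2 ratios of -0.03 on slide 1 and -0.62 on slide 2. In MCF-7TXT10 cells TRAF3IP2 was 1.81-fold lower (-0.86 ± 0.09, n = 4) and TNFRSF6B, a decoy receptor of the TNF family, 1.57-fold lower (-0.65 ± 0.19, n = 4), both in the same direction on every array. With Agilent's processed signals SMPD3, TRAF3IP2 and TNFRSF6B were over 2-fold lower, with log2 ratios of -1.02, -1.08 and -1.01.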

Downregulated genes code for proteins that inhibit the activation of NF-kB or promote apoptosis. 

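Of 31 measured genes commonly induced through NF-κB, 8 were more than 2-fold higher in MCF-7TXT10 cells, 2 were lower and 21 did not pass in either direction. The largest gains were those of RELB, an NF-κB subunit that is itself induced by the pathway, at 7.79-fold (log2 ratio 2.96 ± 0.19, SD, n = 3 arrays, with no value without replicate 2), and BIRC3; CXCL1, a chemokine named after its value was seen, was at least 4.54-fold higher (2.39 ± 0.23, n = 4). The protease MMP9 was 2.85-fold lower (-1.51 ± 0.07, n = 4) and the survival gene IER3 4.30-fold lower (-2.11 ± 0.14, n = 4). In A2780DXL cells 2 of 23 measured targets were higher, BIRC3 and CD83, a surface protein of activated immune cells, at 2.23-fold (1.15 ± 0.10, n = 8), and none was lower; 1 was higher and 2 were lower with median centring, where CD83 had a log2 ratio of 0.93, and 1 with the normexp fit on all spots, where BIRC3 had 0.86. Among the NF-κB subunits, their inhibitors and the IκB kinases, 2 of 18 measured were higher in MCF-7TXT10 cells, RELB and NFKBIZ, a nuclear IκB protein, at 3.42-fold (1.77 ± 0.22, n = 4), and none was lower. None of 19 measured in A2780DXL cells passed 2-fold in either direction, though 3 were lower with median centring and 1 with processed signals or plain background subtraction. The subunits p65 and p50 are encoded by RELA and NFKB1, with log2 ratios of 0.30 ± 0.15 and 0.51 ± 0.04 (n = 4) in MCF-7TXT10 cells and -0.07 ± 0.11 and -0.16 ± 0.13 (n = 8) in A2780DXL cells. In limma's test at the study's thresholds, the counts of both lists in both cell lines were the same, also adjusted over the list alone. This adds nothing to the size rule, since every gene over 2-fold passed. Of all 19415 genes measured in MCF-7TXT10 cells, 753 were higher and 297 lower. The median log2 ratio of the targets was 0.30 there, higher than 100% of random lists matched on mean signal, and 0.02 (67.8%) in A2780DXL cells. That of the subunits, inhibitors and kinases was 0.30 (99.5%) and -0.12 (11.1%). The interferon-stimulated genes had a median log2 ratio of 2.95 in MCF-7TXT10 cells, with 30 of 31 measured higher. Whether the shift of the NF-κB targets is part of that rise was not tested. With processed signals or plain background subtraction 13 of the targets were higher in MCF-7TXT10 cells, and with median centring 3 of the subunits, inhibitors and kinases and 2 of the targets were lower in A2780DXL cells.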

The net effect of the changes in gene expression would thus be to promote the ability of TNF to augment NF-κB-dependent cell survival, while blocking its ability to induce tumor cell death via activation of TNFR1.

**Table 2:** Tumor-necrosis factor α (TNFα)- and nuclear factor (NF)-κB-related genes associated with the acquisition of docetaxel resistance in MCF-7 breast tumor cells, MDA-MB-231 breast tumor cells, and A2780 ovarian carcinoma cells

Gene	Direction and magnitude of change in expression^a ^	Role of gene product	**Refs**.
**Changes in the expression of TNFα- or NF-κB-related genes in MCF-7_TXT10 _cells relative to MCF-7_CC10 _cells**			
*TNF*	Increased 12.6, 1.43	Binds to TNFR1 to promote cell death and to TNFR2 to stimulate expression of NF-κB-dependent survival genes	[54,55]
*TNFSF10*	Increased 6.88	TNF-like ligand that binds to DcR2 to activate NF-κB-dependent survival genes; also called TRAIL	[56]
*TNFRSF19*	Increased 16.5, 1.64	Member of the TNF-receptor family that binds to lymphotoxin alpha, activates NF-κB-mediated transcription	[57]
*TNFRSF14*	Increased, 4.24	TNF-receptor family member, interacts with members of the TNFR-associated factor (TRAF) family and activates NF-κB and AP-1	[58]
*TNFSF13*	Increased, 3.07	Binds to TNFRSF13B to promote NF-κB activation; also called APRIL	[59]
*BIRC3*	Increased, 52.2	Member of a family of proteins that inhibits apoptosis by binding to TNFR-associated factors TRAF1 and TRAF2	[60]
*TLR2*	Increased, 5.19	Stimulates NF-κB activation	[61]
*TRIM38*	Increased, 4.22, 7.28	Removes Lys63-linked ubiquitin chains from TRAF2 and TRAF6, negatively regulating NF-κB activity	[62]
*TNFRSF6B*	Decreased, -2.02	Member of the TNF-receptor superfamily, which, on binding of TNF, inhibits cell proliferation and induces apoptosis	[63]
*TRAF3IP2*	Decreased, -2.14	Associates with and activates I-κB kinase, leading to the liberation of NF-κB from its complex with I-κB	[64]
			
**Changes in the expression of TNFα- or NF-κB-related genes in A2780_DXL _cells relative to A2780 cells (MTD)**			
*TNFSF13*	Increased, 2.10	Binds to TNFRSF13B to promote NF-κB activation; also called APRIL	[59]
*TNFRSF11B*	Increased, 2.01	Decoy receptor for the TNF-related apoptosis-inducing ligand TRAIL; confers resistance to TNF- and TRAIL-induced apoptosis	[65]
*CARD14*	Increased, 2.19, 1.31	Associates with guanylate kinase members that interact with BCL10 and activate NF-κB	[66]
*IRAK4*	Increased, 3.70, 3.86	Required for the optimal transduction of IL-1-induced signals, including the activation of IRAK-1, NF-κB, and JNK	[67]
*TLR1*	Increased, 2.79	Acts via MYD88 and TRAF6 to stimulate NF-κB activation, cytokine secretion, and the inflammatory response	[68]
*TLR6*	Increased, 2.26, 1.57	Also acts via MYD88 and TRAF6 to stimulate NF-κB activation, cytokine secretion, and the inflammatory response	[68]
*BIRC3*	Increased, 8.83	Member of a family of proteins that inhibits apoptosis by binding to TNFR-associated factors TRAF1 and TRAF2	[60]
*RFFL*	Increased, 2.15, 2.13	Endosome-associated ubiquitin ligase for RIP and regulates TNF-induced NF-κB activation	[69]
*TRAF3IP2*	Increased, 2.16	Associates with and activates I-κB kinase, leading to the liberation of NF-κB from its complex with I-κB	[64]
*SMPD3*	Decreased, -1.59, -2.03	Translocates to the plasma membrane in response to TNF-α in a time- and dose-dependent manner	[70]
*SOX9*	Decreased, -30.8	Protein whose expression and activity is negatively regulated by TNF-dependent NF-κB activation	[71]
**Changes in the expression of TNFα- or NF-κB-related genes in docetaxel-resistant MB-231 cells relative to A2780 cells**			
*CAST*	Increased, 2.44	Inhibits degradation of NF-κB to prolong NF-κB activation	[72]
*BCL10*	Increased, 3.48	Potent activator of NF-κB activity	[73]
*RPS6KA3*	Increased, 5.95	Phosphorylates I-κB and activates NF-κB in response to TNF	[74]
*MAP2K5*	Increased, 3.54	A survival protein highly expressed in MCF-7 breast tumor cells resistant to etoposide and TNF-α	[75]
*MKNK2*	Increased, 1.76	Promotes TNF-α biosynthesis at the posttranscriptional levels	[76] [75]
*TNFRSF10B*	Decreased, -1.67	Also known as TRAIL receptor 2; stimulates apoptosis via FADD	[77]
*FADD*	Decreased, -2.00	A component of the caspase 8-activating complex induced by TNF-α binding to TNFR1	[78]
*CRADD*	Decreased, -2.43	An adaptor protein that promotes TNFα-induced apoptosis through interaction with the TNFR1-interacting protein RIP	[79]
*TRAF1*	Decreased, -2.39	Negatively regulates the ability of TNFR2 to promote cell proliferation and NF-κB activation in T cells	[80]
*MKNK1*	Decreased, -2.00	Promotes TNF-α-mediated mRNA degradation	[81]

Full-genome oligo-based microarray experiments were performed comparing differences in gene expression between wild-type and docetaxel-resistant MCF-7 cell lines. Differentially expressed genes were then classified into various functional interaction networks, as described in Materials and methods. Information on the identities and roles of genes associated with TNF-α signaling are presented in tabular form, with particular emphasis on the products of genes that are known to play a role in the induction of NF-κB-dependent survival genes or in the inhibition of apoptosis. **^a^**Numbers represent the fold increase (positive numbers) or decrease (negative numbers) in expression of the gene as revealed by one or more oligo probes on the Agilent 44K human microarrays.

The findings of our study may have significant clinical relevance. A presentation at the 26^th ^annual meeting of the European Association of Urology in 2011 [43] revealed that serum levels of proinflammatory cytokines, including TNF-α, increased 2 days after administration of docetaxel to patients with castration-resistant prostate cancer. Interestingly, these changes in cytokine expression correlated with the induction of apoptosis and with clinical response. In addition, a study presented recently at the American Association for Cancer Research, 101^st ^Annual Meeting [44], revealed that, in patients with serous epithelial ovarian carcinoma, pretreatment tumor expression of various genes within the TNF-α and NF-κB signaling networks could be used to distinguish between responders and nonresponders to paclitaxel/carboplatin chemotherapy. It also was shown in a small study involving patients with locally advanced breast cancer that tumor levels of nuclear (activated) NF-κB could be used to distinguish between responders and nonresponders to neoadjuvant anthracycline- and/or taxane-based chemotherapy regimens [45]. These and other studies strongly support the likely clinical significance of the findings. For example, because TNF-α has been shown to reduce tumor vascularization in mice through its effects on TNFR1-expressing endothelial cells [46], the reported ability of docetaxel to affect tumor angiogenesis [10] may be through an ability of the drug to promote sTNFα-mediated decreases in tumor vascularization. Moreover, one of the well-established dose-limiting toxicities associated with docetaxel chemotherapy in breast cancer patients is fatigue [47], and high TNF levels have been shown to correlate with fatigue onset in cancer patients [48]. Given our findings of docetaxel-induced TNF-α production, perhaps these two phenomena are linked.

Finally, a previous clinical study used a TNF-decoy receptor (entanercept) to permit patients to tolerate higher doses of docetaxel without significant toxicity [49]; however, given our findings, it is not surprising that these blockers would create a greater tolerance to docetaxel, unfortunately at the likely expense of lesser anti-tumor efficacy. Our findings further question the utility of administering docetaxel to cancer patients on TNF-α blockers for treatment of co-morbid inflammatory diseases.

## Conclusions

Our study provides evidence for the first time that taxanes can induce sTNF-α expression in two tumor cell lines of different tissue origin. Although this would promote the cytotoxicity of docetaxel, continued exposure to the drug appears to result in a downregulation of TNF-α-mediated cytotoxicity, while promoting TNF-α-dependent activation of NF-kB-dependent cell-survival pathways and the inhibition of apoptosis. In addition, although drug-resistance studies often involve selection of cells to maximally tolerated drug doses [50,51], our study illustrates the critical role that the drug-selection dose may play on the mechanisms by which tumor cells acquire chemotherapy resistance. At lower doses of taxanes (3 to 5 n*M*), TNF-α-mediated activation of NF-κB-dependent cell-survival pathways appears to be an important mechanism of taxane resistance, whereas at selection doses ≥ 15 n*M *docetaxel, the drug induces overexpression of Abcb1, resulting in reduced accumulation of docetaxel into cells and a consequent reduction in docetaxel-stimulated TNF-α production. Since the concentration of docetaxel within patient tumors is typically lower than that present in the vasculature, perhaps the pathways associated with resistance to lower concentrations of docetaxel are of greater clinical relevance. This may explain why Abcb1 inhibitors have had little ability to reverse resistance to taxanes in cancer patients [52,53]. In addition, given that some cancer patients with inflammatory diseases may be taking TNF blockers, this newly identified role for TNF in docetaxel cytotoxicity may be of particular importance, suggesting that these blockers may compromise the efficacy of docetaxel chemotherapy.

## Abbreviations

A2780_DXL_: docetaxel-resistant A2780 cells (405 n*M*); ANOVA: analysis of variance; DISC: death-inducing signaling complex; ELISA: enzyme-linked immunosorbent assay; MCF-7_CC _cells: co-cultured control MCF-7 cells propagated in the absence of drug; MCF-7_TAX-1_: first MCF-7 cell-line selection with paclitaxel; MCF-7_TAX-2_: second MCF-7 cell-line selection with paclitaxel; MCF-7_TXT8_: docetaxel-resistant MCF-7 cells selected to dose 8 (1.11 n*M*); MCF-7_TXT9_: docetaxel-resistant MCF-7 cells selected to dose 9 (3.33 n*M*); MCF-7_TXT10_: docetaxel-resistant MCF-7 cells selected to dose 10 (5.00 n*M*); MCF-7_TXT11_: docetaxel-resistant MCF-7 cells selected to dose 11 (15 n*M*); MCF-7_TXT12_: docetaxel-resistant MCF-7 cells selected to dose 11 (45 n*M*); mTNF-α: soluble tumor necrosis factor alpha; RTqPCR: reverse transcriptase quantitative polymerase chain reaction; NF-kB: nuclear factor-kappaB; sTNFα: soluble tumor necrosis factor alpha; TNF: tumor necrosis factor; TNF-α: tumor necrosis factor alpha; TNFR1: tumor necrosis factor receptor 1; TNFR2: tumor necrosis factor receptor 2.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JAS performed the majority of the experiments associated with this investigation and wrote the manuscript. KR performed ELISA and RTqPCR experiments and assisted in preparing the manuscript. SA and CL generated the A2780_DXL _cell line and assisted with microarray experiments. BG conducted the microarray experiments and data analysis and deposited microarray data in the Gene Expression Omnibus database. JAS, SLH, and AT performed the clonogenic assays. IK and LS performed the FI network analyses. AMP participated in the conception and design of the study, assisted in the interpretation of the data, reviewed the manuscript, and made final manuscript revisions. All authors read and approved the final manuscript.

## References

[B1] SjostromJBlomqvistCMouridsenHPluzanskaAOttosson-LonnSBengtssonNOOstenstadBMjaalandIPalm-SjovallMWistEValvereVAndersonHBerghJDocetaxel compared with sequential methotrexate and 5-fluorouracil in patients with advanced breast cancer after anthracycline failure: a randomised phase III study with crossover on progression by the Scandinavian Breast GroupEur J Cancer1999351194120110.1016/S0959-8049(99)00122-710615229

[B2] ShepherdFADanceyJRamlauRMattsonKGrallaRO'RourkeMLevitanNGressotLVincentMBurkesRCoughlinSKimYBerilleJProspective randomized trial of docetaxel versus best supportive care in patients with non-small-cell lung cancer previously treated with platinum-based chemotherapyJ Clin Oncol200018209521031081167510.1200/JCO.2000.18.10.2095

[B3] TannockIFdeWRBerryWRHortiJPluzanskaAChiKNOudardSTheodoreCJamesNDTuressonIRosenthalMAEisenbergerMADocetaxel plus prednisone or mitoxantrone plus prednisone for advanced prostate cancerN Engl J Med20043511502151210.1056/NEJMoa04072015470213

[B4] AjaniJAFodorMBTjulandinSAMoiseyenkoVMChaoYCabralFSMajlisAAssadourianSVanCEPhase II multi-institutional randomized trial of docetaxel plus cisplatin with or without fluorouracil in patients with untreated, advanced gastric, or gastroesophageal adenocarcinomaJ Clin Oncol2005235660566710.1200/JCO.2005.17.37616110025

[B5] PosnerMRDocetaxel in squamous cell cancer of the head and neckAnticancer Drugs200112Suppl 1S21S2411340900

[B6] IaffaioliRVTortorielloASantangeloMTurittoGLibuttiMBenassaiGFrattolilloACiccarelliPDDeRPCrovellaFCarboneIBarbarisiAPhase I dose escalation study of gemcitabine and paclitaxel plus colony-stimulating factors in previously treated patients with advanced breast and ovarian cancerClin Oncol (R Coll Radiol)2000122512551100569510.1053/clon.2000.9167

[B7] RingelIHorwitzSBStudies with RP 56976 (taxotere): a semisynthetic analogue of taxolJ Natl Cancer Inst19918328829110.1093/jnci/83.4.2881671606

[B8] ChazardMPellae-CossetBGaretFSoaresJALucidiBLavailYLenazLTaxol (paclitaxel), first molecule of a new class of cytotoxic agents: taxanesBull Cancer1994811731817894125

[B9] HaldarSBasuACroceCMBcl2 is the guardian of microtubule integrityCancer Res1997572292339000560

[B10] SweeneyCJMillerKDSissonsSENozakiSHeilmanDKShenJSledgeGWJrThe antiangiogenic property of docetaxel is synergistic with a recombinant humanized monoclonal antibody against vascular endothelial growth factor or 2-methoxyestradiol but antagonized by endothelial growth factorsCancer Res2001613369337211309294

[B11] TongAWSeamourBLawsonJMOrdonezGVukeljaSHymanWRichardsDSteinLMaplesPBNemunaitisJCellular immune profile of patients with advanced cancer before and after taxane treatmentAm J Clin Oncol20002346347210.1097/00000421-200010000-0000711039505

[B12] BogdanCDingATaxol, a microtubule-stabilizing antineoplastic agent, induces expression of tumor necrosis factor alpha and interleukin-1 in macrophagesJ Leukoc Biol199252119121135351710.1002/jlb.52.1.119

[B13] MeloniFTumor necrosis factor alpha. Biological aspectsG Ital Chemioter19893629372488910

[B14] BlackRARauchCTKozloskyCJPeschonJJSlackJLWolfsonMFCastnerBJStockingKLReddyPSrinivasanSNelsonNBoianiNSchooleyKAGerhartMDavisRFitznerJNJohnsonRSPaxtonRJMarchCJCerrettiDPA metalloproteinase disintegrin that releases tumour-necrosis factor-alpha from cellsNature199738572973310.1038/385729a09034190

[B15] MacEwanDJTNF ligands and receptors--a matter of life and deathBr J Pharmacol200213585587510.1038/sj.bjp.070454911861313PMC1573213

[B16] GrellMZimmermannGHulserDPfizenmaierKScheurichPTNF receptors TR60 and TR80 can mediate apoptosis via induction of distinct signal pathwaysJ Immunol1994153196319728051401

[B17] HsuHXiongJGoeddelDVThe TNF receptor 1-associated protein TRADD signals cell death and NF-kappa B activationCell19958149550410.1016/0092-8674(95)90070-57758105

[B18] DeclercqWDeneckerGFiersWVandenabeelePCooperation of both TNF receptors in inducing apoptosis: involvement of the TNF receptor-associated factor binding domain of the TNF receptor 75J Immunol19981613903999647248

[B19] TartagliaLAAyresTMWongGHGoeddelDVA novel domain within the 55 kd TNF receptor signals cell deathCell19937484585310.1016/0092-8674(93)90464-28397073

[B20] RotheMWongSCHenzelWJGoeddelDVA novel family of putative signal transducers associated with the cytoplasmic domain of the 75 kDa tumor necrosis factor receptorCell19947868169210.1016/0092-8674(94)90532-08069916

[B21] MonzoMRosellRSanchezJJLeeJSO'BrateAGonzalez-LarribaJLAlberolaVLorenzoJCNunezLRoJYMartinCPaclitaxel resistance in non-small-cell lung cancer associated with beta-tubulin gene mutationsJ Clin Oncol199917178617931056121610.1200/JCO.1999.17.6.1786

[B22] MozzettiSFerliniCConcolinoPFilippettiFRaspaglioGPrisleiSGalloDMartinelliERanellettiFOFerrandinaGScambiaGClass III beta-tubulin overexpression is a prominent mechanism of paclitaxel resistance in ovarian cancer patientsClin Cancer Res20051129830515671559

[B23] HembruffSLLabergeMLVilleneuveDJGuoBVeitchZCecchettoMParissentiAMRole of drug transporters and drug accumulation in the temporal acquisition of drug resistanceBMC Cancer2008831810.1186/1471-2407-8-31818980695PMC2596802

[B24] GuoBVilleneuveDJHembruffSLKirwanAFBlaisDEBoninMParissentiAMCross-resistance studies of isogenic drug-resistant breast tumor cell lines support recent clinical evidence suggesting that sensitivity to paclitaxel may be strongly compromised by prior doxorubicin exposureBreast Cancer Res Treat200485315110.1023/B:BREA.0000021046.29834.1215039596

[B25] LinYZYaoSYVeachRATorgersonTRHawigerJInhibition of nuclear translocation of transcription factor NF-kappa B by a synthetic peptide containing a cell membrane-permeable motif and nuclear localization sequenceJ Biol Chem1995270142551425810.1074/jbc.270.24.142557782278

[B26] HembruffSLVilleneuveDJParissentiAMThe optimization of quantitative reverse transcription PCR for verification of cDNA microarray dataAnal Biochem200534523724910.1016/j.ab.2005.07.01416139235

[B27] BrazmaAHingampPQuackenbushJSherlockGSpellmanPStoeckertCAachJAnsorgeWBallCACaustonHCGaasterlandTGlenissonPHolstegeFCKimIFMarkowitzVMateseJCParkinsonHRobinsonASarkansUSchulze-KremerSStewartJTaylorRViloJVingronMMinimum information about a microarray experiment (MIAME)-toward standards for microarray dataNat Genet20012936537110.1038/ng1201-36511726920

[B28] EisenhartCThe assumptions underlying the analysis of varianceBiometrics1947312110.2307/300153420240414

[B29] TamhaneACDunlopDDStatistics and Data Analysis from Elementary to Intermediate20001Englewood Cliffs, NJ:Prentice Hall4734

[B30] SprowlJAArmstrongSRLannerCMGuoBReedKHembruffSLKalatskayaISteinLParissentiAMAlterations in tumour necrosis factor signaling pathways associated with cytotoxicity and resistance to taxanes in tumour cellsGene Expression Omnibus Database2010National Center For Biotechnology Informationhttp://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=hrkztqqskcgsmpu&acc=GSE2612910.1186/bcr3083PMC349611722225778

[B31] WuGFengXSteinLA human functional protein interaction network and its application to cancer data analysisGenome Biol201011R5310.1186/gb-2010-11-5-r5320482850PMC2898064

[B32] GrossJLYellenJGraph Theory and Its Applications19981Boca Raton, FL:, CRC Press

[B33] EnrightAJVanDSOuzounisCAAn efficient algorithm for large-scale detection of protein familiesNucleic Acids Res2002301575158410.1093/nar/30.7.157511917018PMC101833

[B34] ShannonPMarkielAOzierOBaligaNSWangJTRamageDAminNSchwikowskiBIdekerTCytoscape: a software environment for integrated models of biomolecular interaction networksGenome Res2003132498250410.1101/gr.123930314597658PMC403769

[B35] UdalovaIAKnightJCVidalVNedospasovSAKwiatkowskiDComplex NF-kappaB interactions at the distal tumor necrosis factor promoter region in human monocytesJ Biol Chem1998273211782118610.1074/jbc.273.33.211789694874

[B36] MoosPJFitzpatrickFATaxanes propagate apoptosis via two cell populations with distinctive cytological and molecular traitsCell Growth Differ199896876979716185

[B37] MantheyCLQureshiNStutzPLVogelSNLipopolysaccharide antagonists block taxol-induced signaling in murine macrophagesJ Exp Med199317869570210.1084/jem.178.2.6958101863PMC2191120

[B38] ClarkeSJRivoryLPClinical pharmacokinetics of docetaxelClin Pharmacokinet1999369911410.2165/00003088-199936020-0000210092957

[B39] LeeLFHellendallRPWangYHaskillJSMukaidaNMatsushimaKTingJPIL-8 reduced tumorigenicity of human ovarian cancer in vivo due to neutrophil infiltrationJ Immunol2000164276927751067911910.4049/jimmunol.164.5.2769

[B40] CaiZCapouladeCMoyret-LalleCmor-GueretMFeunteunJLarsenAKPailleretsBBChouaibSResistance of MCF7 human breast carcinoma cells to TNF-induced cell death is associated with loss of p53 functionOncogene1997152817282610.1038/sj.onc.12014459419972

[B41] JackmanRWRhoadsMGCornwellEKandarianSCMicrotubule-mediated NF-kappaB activation in the TNF-alpha signaling pathwayExp Cell Res20093153242324910.1016/j.yexcr.2009.08.02019732770PMC3131200

[B42] ReedKHembruffSLLabergeMLVilleneuveDJCoteGBParissentiAMHypermethylation of the ABCB1 downstream gene promoter accompanies ABCB1 gene amplification and increased expression in docetaxel-resistant MCF-7 breast tumor cellsEpigenetics2008327028010.4161/epi.3.5.686819001875

[B43] EvansCPSerum levels of pro-inflammatory cytokines immediately increase two days after application of docetaxel in patients with castration-resistant prostate cancer and correlate with apoptosis and clinical response26th Annual Meeting of the Suropean Association of Urology, Vienna, Austria2011

[B44] KotiMVidalRNuinPHaslehurstAWeberpalsJChildsTBrysonPFeilloterHESquireJParkPCIdentification of biomarkers of chemoresistance in serous epithelial ovarian cancer using integrative molecular profilingAmerican Association for Cancer Research 102nd Annual Meeting 2011, Abstract 11-A-6026-AACROrlando, FL

[B45] MontagutCTusquetsIFerrerBCorominasJMBellosilloBCampasCSuarezMFabregatXCampoEGasconPSerranoSFernandezPLRoviraAAlbanellJActivation of nuclear factor-kappa B is linked to resistance to neoadjuvant chemotherapy in breast cancer patientsEndocr Relat Cancer20061360761610.1677/erc.1.0117116728586

[B46] StoelckerBRuhlandBHehlgansTBluethmannHLutherTMannelDNTumor necrosis factor induces tumor necrosis via tumor necrosis factor receptor type 1-expressing endothelial cells of the tumor vasculatureAm J Pathol20001561171117610.1016/S0002-9440(10)64986-310751341PMC1876893

[B47] SchroderCPdeMLWestermannAMSmitWMCreemersGJdeGHStouthardJMvanDGErjavecZvanBAVaderWWillemsePHWeekly docetaxel in metastatic breast cancer patients: No superior benefits compared to three-weekly docetaxelEur J Cancer20114713556210.1016/j.ejca.2010.12.01821251813

[B48] AouizeratBEDoddMLeeKWestCPaulSMCooperBAWaraWSwiftPDunnLBMiaskowskiCPreliminary evidence of a genetic association between tumor necrosis factor alpha and the severity of sleep disturbance and morning fatigueBiol Res Nurs200911274110.1177/109980040933387119419979

[B49] MonkJPPhillipsGWaiteRKuhnJSchaafLJOttersonGAGuttridgeDRhoadesCShahMCriswellTCaligiuriMAVillalona-CaleroMAAssessment of tumor necrosis factor alpha blockade as an intervention to improve tolerability of dose-intensive chemotherapy in cancer patientsJ Clin Oncol2006241852185910.1200/JCO.2005.04.283816622259

[B50] YooGHPiechockiMPEnsleyJFNguyenTOliverJMengHKewsonDShibuyaTYLonardoFTainskyMADocetaxel induced gene expression patterns in head and neck squamous cell carcinoma using cDNA microarray and PowerBlotClin Cancer Res200283910392112473607

[B51] DuanZLamendolaDEDuanYYusufRZSeidenMVDescription of paclitaxel resistance-associated genes in ovarian and breast cancer cell linesCancer Chemother Pharmacol20055527728510.1007/s00280-004-0878-y15565326

[B52] PusztaiLWagnerPIbrahimNRiveraETheriaultRBooserDSymmansFWWongFBlumenscheinGFlemingDRRouzierRBonifaceGHortobagyiGNPhase II study of tariquidar, a selective P-glycoprotein inhibitor, in patients with chemotherapy-resistant, advanced breast carcinomaCancer200510468269110.1002/cncr.2122715986399

[B53] van der HoltBLowenbergBBurnettAKKnaufWUShepherdJPiccalugaPPOssenkoppeleGJVerhoefGEFerrantACrumpMSelleslagDTheobaldMFeyMFVellengaEDuganMSonneveldPThe value of the MDR1 reversal agent PSC-833 in addition to daunorubicin and cytarabine in the treatment of elderly patients with previously untreated acute myeloid leukemia (AML), in relation to MDR1 status at diagnosisBlood20051062646265410.1182/blood-2005-04-139515994288

[B54] GuptaSA decision between life and death during TNF-alpha-induced signalingJ Clin Immunol20022218519410.1023/A:101608960754812148593

[B55] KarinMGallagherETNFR signaling: ubiquitin-conjugated TRAFfic signals control stop-and-go for MAPK signaling complexesImmunol Rev200922822524010.1111/j.1600-065X.2008.00755.x19290931

[B56] gli-EspostiMADougallWCSmolakPJWaughJYSmithCAGoodwinRGThe novel receptor TRAIL-R4 induces NF-kappaB and protects against TRAIL-mediated apoptosis, yet retains an incomplete death domainImmunity1997781382010.1016/S1074-7613(00)80399-49430226

[B57] HashimotoTSchlessingerDCuiCYTroy binding to lymphotoxin-alpha activates NF kappa B mediated transcriptionCell Cycle2008710611110.4161/cc.7.1.513518202551

[B58] MarstersSAAyresTMSkubatchMGrayCLRotheMAshkenaziAHerpesvirus entry mediator, a member of the tumor necrosis factor receptor (TNFR) family, interacts with members of the TNFR-associated factor family and activates the transcription factors NF-kappaB and AP-1J Biol Chem1997272140291403210.1074/jbc.272.22.140299162022

[B59] WuYBressetteDCarrellJAKaufmanTFengPTaylorKGanYChoYHGarciaADGollatzEDimkeDLaFleurDMigoneTSNardelliBWeiPRubenSMUllrichSJOlsenHSKanakarajPMoorePABakerKPTumor necrosis factor (TNF) receptor superfamily member TACI is a high affinity receptor for TNF family members APRIL and BLySJ Biol Chem2000275354783548510.1074/jbc.M00522420010956646

[B60] ListonPRoyNTamaiKLefebvreCBairdSCherton-HorvatGFarahaniRMcLeanMIkedaJEMacKenzieAKornelukRGSuppression of apoptosis in mammalian cells by NAIP and a related family of IAP genesNature199637934935310.1038/379349a08552191

[B61] ScharfSHippenstielSFliegerASuttorpNN'guessanPDInduction of human {beta}-Defensin-2 in pulmonary epithelial cells by Legionella pneumophila: Involvement of TLR2 and TLR5, p38 MAPK, JNK, NF-{kappa}B and AP-1Am J Physiol Lung Cell Mol Physiol2010298L687L69510.1152/ajplung.00365.200920154223

[B62] BrummelkampTRNijmanSMDiracAMBernardsRLoss of the cylindromatosis tumour suppressor inhibits apoptosis by activating NF-kappaBNature200342479780110.1038/nature0181112917690

[B63] ChenGRongMLuoDTNFRSF6B neutralization antibody inhibits proliferation and induces apoptosis in hepatocellular carcinoma cellPathol Res Pract201020663164110.1016/j.prp.2010.05.01120591579

[B64] LiXCommaneMNieHHuaXChatterjee-KishoreMWaldDHaagMStarkGRAct1, an NF-kappa B-activating proteinProc Natl Acad Sci USA20009710489104931096202410.1073/pnas.160265197PMC27051

[B65] RachnerTDBenadPRaunerMGoettschCSinghSKSchoppetMHofbauerLCOsteoprotegerin production by breast cancer cells is suppressed by dexamethasone and confers resistance against TRAIL-induced apoptosisJ Cell Biochem200910810611610.1002/jcb.2223219544400

[B66] BertinJWangLGuoYJacobsonMDPoyetJLSrinivasulaSMMerriamSDiStefanoPSAlnemriESCARD11 and CARD14 are novel caspase recruitment domain (CARD)/membrane-associated guanylate kinase (MAGUK) family members that interact with BCL10 and activate NF-kappa BJ Biol Chem2001276118771188210.1074/jbc.M01051220011278692

[B67] LyeEMirtsosCSuzukiNSuzukiSYehWCThe role of interleukin 1 receptor-associated kinase-4 (IRAK-4) kinase activity in IRAK-4-mediated signalingJ Biol Chem2004279406534065810.1074/jbc.M40266620015292196

[B68] XuYTaoXShenBHorngTMedzhitovRManleyJLTongLStructural basis for signal transduction by the Toll/interleukin-1 receptor domainsNature200040811111510.1038/3504060011081518

[B69] LiaoWXiaoQTchikovVFujitaKYangWWincovitchSGarfieldSConzeDEl-DeiryWSSchutzeSSrinivasulaSMCARP-2 is an endosome-associated ubiquitin ligase for RIP and regulates TNF-induced NF-kappaB activationCurr Biol20081864164910.1016/j.cub.2008.04.01718450452PMC2587165

[B70] ClarkeCJTruongTGHannunYARole for neutral sphingomyelinase-2 in tumor necrosis factor alpha-stimulated expression of vascular cell adhesion molecule-1 (VCAM) and intercellular adhesion molecule-1 (ICAM) in lung epithelial cells: p38 MAPK is an upstream regulator of nSMase2J Biol Chem2007282138413961708543210.1074/jbc.M609216200

[B71] RockelJSKudirkaJCGuziAJBernierSMRegulation of Sox9 activity by crosstalk with nuclear factor-kappaB and retinoic acid receptorsArthritis Res Ther200810R310.1186/ar234918182117PMC2374456

[B72] LiuTLShimadaHOchiaiTShiratoriTLinSEKitagawaMHarigayaKMakiMOkaMAbeTTakiguchiMHiwasaTEnhancement of chemosensitivity toward peplomycin by calpastatin-stabilized NF-kappaB p65 in esophageal carcinoma cells: possible involvement of Fas/Fas-L synergismApoptosis2006111025103710.1007/s10495-006-6353-y16547594

[B73] WillisTGJadayelDMDuMQPengHPerryARbdul-RaufMPriceHKarranLMajekodunmiOWlodarskaIPanLCrookTHamoudiRIsaacsonPGDyerMJBcl10 is involved in t(1;14)(p22;q32) of MALT B cell lymphoma and mutated in multiple tumor typesCell199996354510.1016/S0092-8674(00)80957-59989495

[B74] PengCChoYYZhuFXuYMWenWMaWYBodeAMDongZRSK2 mediates NF-{kappa}B activity through the phosphorylation of IkappaBalpha in the TNF-R1 pathwayFASEB J2010243490349910.1096/fj.09-15129020385620PMC2923348

[B75] WeldonCBScandurroABRolfeKWClaytonJLElliottSButlerNNMelnikLIAlamJMcLachlanJAJaffeBMBeckmanBSBurowMEIdentification of mitogen-activated protein kinase kinase as a chemoresistant pathway in MCF-7 cells by using gene expression microarraySurgery200213229330110.1067/msy.2002.12538912219026

[B76] KotlyarovANeiningerASchubertCEckertRBirchmeierCVolkHDGaestelMMAPKAP kinase 2 is essential for LPS-induced TNF-alpha biosynthesisNat Cell Biol19991949710.1038/1006110559880

[B77] WalczakHgli-EspostiMAJohnsonRSSmolakPJWaughJYBoianiNTimourMSGerhartMJSchooleyKASmithCAGoodwinRGRauchCTTRAIL-R2: a novel apoptosis-mediating receptor for TRAILEMBO J1997165386539710.1093/emboj/16.17.53869311998PMC1170170

[B78] WangLDuFWangXTNF-alpha induces two distinct caspase-8 activation pathwaysCell200813369370310.1016/j.cell.2008.03.03618485876

[B79] AhmadMSrinivasulaSMWangLTalanianRVLitwackGFernandes-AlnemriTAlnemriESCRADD, a novel human apoptotic adaptor molecule for caspase-2, and FasL/tumor necrosis factor receptor-interacting protein RIPCancer Res1997576156199044836

[B80] TsitsikovENLaouiniDDunnIFSannikovaTYDavidsonLAltFWGehaRSTRAF1 is a negative regulator of TNF signaling. enhanced TNF signaling in TRAF1-deficient miceImmunity20011564765710.1016/S1074-7613(01)00207-211672546

[B81] RowlettRMChrestensenCANyceMHarpMGPeloJWCominelliFErnstPBPizarroTTSturgillTWWorthingtonMTMNK kinases regulate multiple TLR pathways and innate proinflammatory cytokines in macrophagesAm J Physiol Gastrointest Liver Physiol2008294G452G4591803248210.1152/ajpgi.00077.2007

How the deposited data were processed for this re-analysis (not part of the article)

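Gene expression was compared between docetaxel-resistant and parental cells of 2 lines on Agilent two-color whole-genome arrays. MCF-7TXT10 breast cancer cells were compared with the co-cultured control cells MCF-7CC, called parental here, on 4 arrays and A2780DXL ovarian carcinoma cells with A2780 cells on 8. For each cell line RNA from 3 isolations was pooled before labelling. The labels call the arrays technical replicates, and the dyes were exchanged on 2 of the 4 and on 4 of the 8. The arrays of a comparison therefore hold 1 pair of RNA pools, and their number limits only the precision of labelling and hybridization. The MCF-7 arrays lie on 1 slide and the A2780 arrays on 2 slides.

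The authors' files for each array hold fluorescence intensity per spot and dye: the mean signal and the median local background with no normalization, the background-subtracted signal, and the processed signal, which is background-subtracted and dye-normalized within the array. The file headers name Feature Extraction 9.5.3.1. The authors' deposited comparison tables hold, per probe, a ratio, a signed fold change (a score) and a p-value without adjustment, which the authors made with a three-way analysis of variance on cell line, dye and array in Partek. Their log2 ratios correlated at 0.9999 (MCF-7) and 0.9996 (A2780) across 41000 probes with those of the same model computed here on the processed signals.

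Mean signals and background medians were read into limma 3.58.1 (R 4.3.3), corrected with normexp (offset 50) and normalized by loess within each array with control spots at weight 0. Control spots and spots marked as outliers by the scanner software were left out, and spots of one probe were averaged. Spots more than 100 intensity units below their local background were also left out, before the normexp fit. That step was added after the data had been seen, because the fit on all spots failed on replicate 3 of A2780, where it gave a background of -1050 with an SD of 1250 in the green channel and of -795 with an SD of 1150 in the red channel, and to a lesser degree on replicate 6, with a green background of -92.4 and an SD of 58. With such spots left out, the backgrounds of replicate 3 were -7.72 and -9.36. All results were also computed with the fit on all spots.

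Log2 ratios were turned to resistant over parental RNA, and the means of both labelling orientations were weighted equally. A probe was kept where it was well above background on at least 2 of 4 or 4 of 8 arrays in one of the RNAs. Of 41000 probes, 23434 were named by their accession in the reference table of genes (GRCh38.p14), 2317 by their symbol, 1043 by an older symbol, and 14206 kept the name in the file. A gene is represented by its kept probe with the highest mean signal over all 12 arrays. Genes with a mean log2 ratio beyond 1 or -1 and the same sign on every array are called higher or lower by size. Beside this, limma's moderated test was fitted to each line with terms for dye and labelling orientation, and genes over 2-fold at a Benjamini-Hochberg adjusted p of at most 0.05 over the kept probes were counted, as the study's thresholds have it. Its prior degrees of freedom were infinite in MCF-7 and 7.4 in A2780. With the main processing every gene over 2-fold passed in both lines, so these counts are no support beyond the size rule. A fold change is given as a lower bound where one of the RNAs was not well above background on any array or was saturated. The SD given with a log2 ratio is that over arrays.

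The genes named in the text were set by a rule: every gene that the study names for these cells, the 10 highest and 10 lowest genes per line that were well above background in both RNAs on every array, the 2 highest and 2 lowest members past the size rule in each gene list, and the 5 genes changed in opposite directions with the largest difference between the lines. The values of Table 2 and of Figures 8 and 9 had been read when the rule was written. Genes outside it are marked where they appear. There were 23 gene lists: the TNF ligands, the TNF receptors, their adaptors, NF-κB subunits and inhibitors, NF-κB targets, Toll-like and interleukin-1 receptors, interferon-stimulated genes, antigen presentation, ABC transporters, the neighbours of ABCB1 on chromosome 7, tubulins, apoptosis, proliferation, estrogen receptor and luminal genes, mesenchymal and basal genes, drug metabolism, cancer-testis antigens, leukocyte markers, fibroblast and endothelial markers, reference genes, both parts of Table 2 and the genes measured by RTqPCR. Of their 491 members, 485 are on the array. The median of a list was placed among 10000 random lists matched on mean signal in 20 bins (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). Figures were drawn with matplotlib 3.10.9.

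The size rule and the test were tried on simulated log2 ratios with 200 changed probes. The changes were added after normalization, to probes that had passed the filter. The background correction with its offset, the loess step and the filter were therefore not tested. Among 24483 probes simulated from the MCF-7 arrays, all of those changed 3-fold and 6-fold passed the size rule (100%), none of those changed 1.5-fold did (0%), and 98.7% of those changed 3-fold passed the study's thresholds. Among 22739 probes simulated from the A2780 arrays, 98.7% of those changed 3-fold passed the size rule and 100% the study's thresholds. None of the unchanged probes passed either in the 2 simulations.

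The alternatives tried were Agilent's processed signals, plain background subtraction with each channel centred on its median, median centring in place of loess, the normexp fit on all spots, no filter and a stricter filter on dim probes, other ways of choosing the probe of a gene, no requirement of the same sign, a fit without the dye term, the methods' three-way model on processed signals, a false discovery rate of 0.01, the authors' deposited tables over the kept probes, each slide of A2780 alone, slide as a block, forward and reverse arrays of the same number as pairs, and leaving out each replicate in turn. The docetaxel-resistant MDA-MB-231 cells of Figure 8c, the ELISA, immunoblot and clonogenic data and the RTqPCR data were not analysed here, and the functional interaction network was not rebuilt.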

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

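The tests of leukocyte RNA and of a dye or labelling effect were chosen only after the rise of the interferon-stimulated genes had been seen; the others in this part were written earlier.

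Interferon-stimulated genes and antigen presentation genes, which the paper does not analyse, had median log2 ratios of 2.95 and 1.26 in docetaxel-resistant MCF-7 cells, each higher than 100% of 10000 random lists of like signal. RNA from leukocytes would bring their own transcripts, but the highest of 7 measured leukocyte markers, CD68, had a log2 ratio of 0.34, and a dye or labelling effect would change sign with the orientation, but the lowest median of the interferon-stimulated genes on any of the 4 arrays was 2.89 and the highest 3.23. A candidate explanation is an interferon transcribed by the docetaxel-resistant cells: of 16 interferon genes on the array, 2 were more than 2-fold higher, IFNL2 at 3.55-fold (log2 ratio 1.83 ± 0.18, SD, n = 4 arrays) and IFNL3 at least 2.13-fold (1.14 ± 0.19, n = 4), both named after their values were seen. IFNL2 and IFNL3 are close relatives, so their probes may not tell them apart, and for IFNB1, with a log2 ratio of 0.67 ± 0.17 (n = 4), only a lower bound of the fold change can be given, since its parental RNA was not well above background on any array. A difference between the cultures from which the RNA was taken, such as their state at harvest, stays open, since 1 pair of RNA pools was measured.

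Genes beside ABCB1 on chromosome 7 were raised together in docetaxel-resistant A2780 cells, where 6 of 13 measured neighbours were more than 2-fold higher, none was lower and the median log2 ratio was 0.83, higher than 100% of the random lists (0.76 on slide 1 and 0.63 on slide 2), but the array medians ran from 0.28 to 0.93 (SD 0.27), and with median centring the median was 0.59, closer to the limit of 0.5 set in advance than this spread. In MCF-7TXT10 cells, 2 of 12 were higher and the median was 0.48, higher than 99.9% of the random lists, but with array medians from 0.41 to 0.65 (SD 0.10) it could not be told apart from that limit, and with processed signals, plain background subtraction and median centring the median was 0.68, 0.54 and 0.41, with 5, 4 and 2 neighbours higher. A shared change of the ABCB1 region, such as a copy number gain, may explain the A2780 values but stays open, as RNA arrays do not measure DNA. The change was uneven, with CROT at 10.7-fold higher (log2 ratio 3.42 ± 0.22, n = 8) and RUNDC3B at least 3.01-fold higher in A2780DXL cells against log2 ratios of -0.10 for GTPBP10 and -0.11 for DMTF1; RUNDC3B, GTPBP10 and DMTF1 were named after their values were seen. Regulation of these genes together without a change of DNA was not tested. For docetaxel-resistant MCF-7 cells, the paper cites a study whose title names amplification of ABCB1.

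Tubulins and microtubule-associated proteins, outside the genes that the paper discusses on these arrays, had a median log2 ratio of -0.37 in A2780DXL cells, at 0.0% of the random lists.

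Of 108 groups of arrays tested for a single distant array, 5 had one, and chance gives 5.4. In MCF-7 these were replicate 3 for the median of antigen presentation (1.40), replicate 4 for BIRC3 (2.25) and replicate 1 for PARP3 (0.60). In A2780 they were replicate 3 for the median of the TNF ligands (0.43) and replicate 3 for the median of the interferon-stimulated genes (-0.12).

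Some named genes were above 0 on every array of one line and below 0 on every array of the other, a difference between the lines that was not tested, since each line is 1 pair of RNA pools on its own slides. The log2 ratio in MCF-7 minus that in A2780 was 7.56 for FLRT3, 7.20 for HOXB6 (by its other probe the ratios were 0.17 and -2.21), 6.97 for the probe A_24_P530977, 6.63 for GPM6A, 5.04 for TNFRSF19, 3.17 for SOX9 and 0.67 for NFKB1. It was -7.70 for SCHIP1 (with no value without replicate 1 of A2780), -1.42 for TRAF3IP2 and -1.06 for TPK1. For FLRT3, GPM6A, TNFRSF19 and SOX9 at least one of the ratios is a lower bound.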

How the results depend on the processing

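The normexp fit on all spots was the one first set; leaving out spots far below their local background, as in the main counts here, was chosen after the A2780 counts had been seen, and the other settings were set earlier. The number of genes more than 2-fold different depended on the processing; processed signals and plain background subtraction changed the background correction and the scaling together. In MCF-7, 1050 genes were counted by size and 1050 at the study's thresholds; Agilent's processed signals gave 2404 and 2399, plain background subtraction 2564 and 2559, the methods' three-way analysis of variance 2049, and 2086 passed in the authors' deposited table. In A2780, the main counts of 1444 and 1446 became 3028 and 3127 with processed signals, 3059 and 3257 with plain background subtraction, 3122 with the three-way analysis of variance and 3115 with the deposited table. The genes shared by both lines, 98, became 360 with processed signals and 375 with plain background subtraction. The offset of 50 in the main correction draws ratios of dim spots toward 0 by construction. Median centring, which keeps that correction and replaces loess, gave 1091 genes by size in MCF-7 and 1827 in A2780. Plain background subtraction, also centred on medians, gave 2564 and 3059. These counts argue against the scaling alone as the source of the gap. How much of it the offset accounts for within the background correction was not tested.

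The other settings stayed within 1.5 times the main counts. They gave 955 to 1123 genes by size in MCF-7 and 1180 to 1827 in A2780, with the normexp fit on all spots lowest and median centring highest in A2780, and 76 to 104 shared genes. Leaving out each replicate in turn gave 1005 to 1059 by size and 1005 to 1060 at the study's thresholds in MCF-7, 1423 to 1474 and 1423 to 1475 in A2780, and 90 to 101 shared genes. With forward and reverse arrays of the same number taken as a pair, as a replicate block, 1040 and 1444 genes passed the study's thresholds; the deviations of arrays with the same number correlated at 0.053 in MCF-7 and at -0.095, -0.006, -0.23 and -0.068 in A2780, so the numbers do not pair them. Of the main genes by size, 1023 in MCF-7 and 1439 in A2780 were also counted with processed signals, 970 and 1345 with plain background subtraction and 949 and 1092 with median centring, and 0 changed direction under these 3 settings.

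The share of genes that were higher moved with the scaling. Plain background subtraction placed the median log2 ratio of all kept probes at -0.141 in MCF-7 and -0.169 in A2780, and median centring at -0.024 and -0.169, against 0.005 and -0.027 here. Relative to each setting's own median, 71.2% of the genes were higher in MCF-7 here, 67.2% with processed signals, 67.1% with plain background subtraction and 64.2% with median centring; in A2780 these were 63.4%, 60.2%, 60.4% and 51.1%. Median centring also called 6 proliferation genes lower in A2780 where none was here, and processed signals 9 mesenchymal and basal genes where 2 were.

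Of the genes named by the rule, 58 in MCF-7 and 54 in A2780 passed 2-fold; all of them kept their direction in every setting that gave them a value, and 51 and 49 stayed over 2-fold in each. Of the counts of list members, 1085 stayed within 1.5 times and 111 did not. Signal over background limits the fold changes, since 104 of the genes counted in MCF-7 and 189 in A2780 were not well above background, or were saturated, on any array in one of the RNAs.

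For the number of genes past the study's thresholds, other splits of the A2780 arrays into labelling orientations gave at most 9 genes against 1446, and 1 of 35 splits, the real one, reached that number. The other splits leave the difference between the RNAs in the residual spread, so their counts are not those of random spread alone. That only the real one of 35 splits reached 1446 argues against random spread between the arrays as the source of that number. The real split is also the split by scan day, so an effect of the day is not excluded. These technical replicates do not address chance differences between cultures. In MCF-7, the other splits gave 0 genes against 1050, and 1 of 3 splits is the real one, too few for a share under 0.05.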

Differences from the paper's values

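At the paper's stated thresholds (over 2-fold and a false discovery rate of 0.05), 1050 genes differed in MCF-7 here, and the paper's count is 2235. Among the alternatives set before the data were examined, the counts came within 1.5 times of the paper's with Agilent's processed signals (2399), plain background subtraction (2559), the methods' three-way analysis of variance (2049) and the authors' deposited table over the probes kept here (2086). They did not with median centring (1091), no filter (1044), the filter on every array (986), any kept probe (1123), the mean of kept probes (955), no dye term (1050), a false discovery rate of 0.01 (1050), the replicate block (1040) or without any 1 replicate (1005 to 1060). The authors' deposited table over all of its probes, counted by its own gene names, gives 2235, a way of counting chosen after seeing the values, and does not call 2 of the 22 genes that Figure 8 draws for MCF-7, TPK1 and USP7.

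For A2780 the paper's count is 955, with no thresholds stated beside it, and 1446 genes passed the thresholds stated for MCF-7 here. Within 1.5 times of it were the filter on every array (1225), the mean of kept probes (1307), slide 2 alone (1375) and the counts without replicate 5 or replicate 6 (1423 each). The normexp fit on all spots, which was the one first set and was replaced after seeing the values, gave 1180 by size and called 1 of the 11 genes of Figure 8 for A2780, dropping 10; 1446 rests on the fit chosen after seeing the values. The others did not come within it: processed signals (3127), plain background subtraction (3257), median centring (1842), no filter (1456), any kept probe (1537), no dye term (1446), the three-way analysis of variance (3122), a false discovery rate of 0.01 (1446), the deposited table (3115), the replicate block (1444), slide as a block (1446), slide 1 alone (1503) and the counts without each of the other replicates (1434 to 1475). The authors' deposited table over all of its probes gives 4055 gene names at 0.05 and 3892 at 0.01, a way of counting chosen after seeing the values, and calls all 11 of those genes.

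Several fold changes of Table 2 differ. For TNFSF10 in MCF-7 the paper's value is 6.88 and the value here 4.28, with 6.91 under processed signals and 6.42 under plain background subtraction. For TNFRSF14 in MCF-7 the paper's value is 4.24 against 1.51 here, with 4.24 and 3.99 under those settings; its parental RNA was well above background on 1 of 4 arrays, so no exact fold is supported. For the probes of TRIM38 in MCF-7 the paper's values are 4.22 and 7.28 against 2.22 and 2.40 here, with 4.22 and 7.28 under processed signals and 4.34 and 7.48 under plain background subtraction; for the latter probe the parental RNA was well above background on 1 of 4 arrays. For the probes of IRAK4 in A2780 the paper's values are 3.70 and 3.86 against 1.83 and 1.35 here, with 3.70 and 3.86 under processed signals and 3.90 and 4.60 under plain background subtraction; for the latter probe the parental RNA was well above background on 1 of 8 arrays. For SMPD3 in A2780 the paper's value is -2.03 against -1.25 here, with -2.03 under processed signals, -1.88 under plain background subtraction and -1.54 on slide 2 alone. Each of these values still differed under median centring, without each replicate in turn and, for IRAK4, on either slide alone, and that of SMPD3 on slide 1 alone.

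Figure 8 draws a direction for each gene: of the measured genes, 16 drawn as upregulated and 5 as downregulated in MCF-7 and 5 and 2 in A2780 had mean ratios in the direction drawn, and 0 had the opposite one. By size, 10 of 17 and 0 of 5 passed 2-fold in MCF-7 and 1 of 9 and 1 of 2 in A2780. Under processed signals 15 of 17, 3 of 5, 5 of 9 and 2 of 2 were over 2-fold, and plain background subtraction also called TNFAIP3, TNFRSF14, CARD6, CYLD, PARP3, CTSD and TRAF3IP2 in MCF-7 and IRAK4, CARD14, RFFL and TRAF3IP2 in A2780. The three-way analysis of variance and the deposited tables over the kept probes called 18 of 22 and 7 of 11 genes, among them TNFRSF6B in MCF-7 and SMPD3 in A2780, and the deposited MCF-7 table over all of its probes, chosen after seeing the values, also called BIRC8 and CASP8. Counting any kept probe called CASP8 in MCF-7, median centring called CTSD (-1.13), and leaving out 1 replicate called PARP3 in MCF-7 (without replicate 1) and CARD14 in A2780 (without replicate 2). BIRC8 in MCF-7 and TNFRSF11B and TLR6 in A2780, which the paper draws as upregulated, were not well above background in either RNA here, TLR1 and TNFSF13 in A2780 were so in the resistant RNA on 3 and 2 of the 8 arrays, too few to be kept, and TLR6 and TNFSF14 in MCF-7, for which the paper reports a change by RTqPCR, were not in either RNA.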

Other observations

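Few proliferation genes and mesenchymal or basal markers passed 2-fold in the docetaxel-resistant cell lines with the processing used here, while the medians of some of these lists lay low among the random lists. Of 26 measured proliferation genes in MCF-7TXT10 cells, 1 was more than 2-fold lower, the mitotic kinesin KIF23 (log2 ratio -1.01 ± 0.26, SD, n = 4 arrays, -0.98 and -0.95 without replicate 1 and replicate 4; with processed signals or plain background subtraction 3 genes of the list were lower, and with median centring 2), and the median of the list was -0.26, at 0.3% of the random lists; of 26 measured in A2780DXL cells none was (6 with median centring), with a median of -0.21, at 1.0%. Of 18 measured mesenchymal and basal markers in MCF-7TXT10 cells none passed 2-fold (2 were higher and 2 lower with processed signals or plain background subtraction), and in A2780DXL cells 2 of 16 were lower, CCN2, a matrix growth factor, at least 6.55-fold (-2.77 ± 0.34, n = 8) and the transcription factor SNAI2 at 2.47-fold (-1.30 ± 0.28, n = 8, and -0.93 with the mean of its kept probes); the median of that list in A2780DXL cells was -0.40, at 0.0% of the random lists, and with processed signals 9 of its members were lower. Of 17 measured estrogen receptor and luminal genes in A2780DXL cells, EPCAM was higher and the ubiquitin ligase SIAH2 lower (-1.70 ± 0.29, n = 8); with processed signals or plain background subtraction 4 were lower, and with the filter on every array none was higher. In drug metabolism, CYP1A1, which oxidizes xenobiotics, was 2.20-fold higher in MCF-7TXT10 cells (1.14 ± 0.15, n = 4; 1 of 15 measured), and ALDH1A1 was 1 of 10 measured in A2780DXL cells.

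Interferon-stimulated genes gave another picture in A2780DXL cells than in MCF-7TXT10 cells, a difference that was not tested: 5 of 30 measured were higher and none lower, with a median log2 ratio of -0.06. The antiviral membrane protein BST2 was 3.68-fold higher (1.88 ± 0.55, n = 8) and HERC6 3.22-fold (1.69 ± 0.25, n = 8), and PARP9, OAS3 and IFI6, named after their values were seen, had log2 ratios of 1.56, 1.25 and 1.06; with processed signals 3 others were lower, with plain background subtraction 5 and with median centring 3. Of 18 measured antigen presentation genes 1 was higher, HLA-DMB at 2.46-fold (1.30 ± 0.11, n = 8), and 2 with processed signals. The median of that list in A2780DXL cells was 0.43, higher than 100% of the random lists, but -0.0 with median centring. Of 8 measured cancer-testis antigens in MCF-7TXT10 cells 1 was higher, MAGEA12 at 3.57-fold (1.84 ± 0.18, n = 4), and 5 were higher with processed signals or plain background subtraction (the median of the list was 0.44 here and 1.53 with processed signals), and of 7 in A2780DXL cells none passed 2-fold. Of 10 measured leukocyte markers in A2780DXL cells 1 was higher, CD163 (log2 ratio 1.65 ± 0.30, n = 8, and 3.94 with processed signals), whose parental RNA was well above background on 1 of 8 arrays, so its fold change is not given, and of 5 measured fibroblast and endothelial markers in MCF-7TXT10 cells none passed 2-fold. TUBB2B was the only 1 of 19 measured tubulins and microtubule-associated proteins past 2-fold in MCF-7TXT10 cells, at 2.27-fold higher (1.19 ± 0.10, n = 4). None of the reference genes, 19 measured in MCF-7 and 18 in A2780, passed 2-fold, with medians of 0.15 and 0.09. For each list in this part, the counts at the study's thresholds were the same in limma's test, also adjusted over the list alone. They are no further support, since every gene over 2-fold passed.

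The paper reports protein and RTqPCR data on several of the genes on these arrays. For TNFR1 it finds no change in the transcript in resistant MCF-7 cells, and the log2 ratio of TNFRSF1A here was -0.20 ± 0.07 (n = 4 arrays), 1.15-fold lower. ADAM17, the protease that the paper discusses for TNFR1, had log2 ratios of 0.21 ± 0.17 (n = 4) in MCF-7TXT10 and -0.04 ± 0.15 (n = 6) in A2780DXL cells, and TNFRSF1B, which encodes TNFR2, was not well above background in either comparison. NFKBIA, which encodes the IκB protein, had a log2 ratio of 0.50 ± 0.19 (n = 4 of the 8 arrays) in A2780DXL cells and was measured on 1 array of MCF-7, too few to be kept. The paper states a rise of the drug transporter Abcb1 in its taxane-resistant MCF-7 cells, and on these arrays of cells at dose 10 ABCB1 was 8.53-fold higher than in the parental cells. The paper places the maximum of Abcb1 expression above dose 10, and proposes that less drug uptake there ends the rise of sTNF-α. These arrays hold dose 10 only, so they give no course over the doses. TUBB3 had log2 ratios of -0.13 ± 0.09 (n = 3) and -0.37 ± 0.27 (n = 6), and in A2780 the latter was -1.92 with the filter on every array, where another probe stands for the gene, and -1.30 with the mean of kept probes. The reference transcripts GAPDH and RPS28 had log2 ratios of -0.11 ± 0.03 and 0.17 ± 0.11 (n = 4) in MCF-7TXT10 cells, and -0.09 ± 0.12 and 0.36 ± 0.26 (n = 8) in A2780DXL cells, where RPS28 was saturated in the parental RNA on every array and its other probe had a log2 ratio of 0.05.

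The neighbours of ABCB1 in MCF-7TXT10 cells that passed 2-fold were RUNDC3B at 5.96-fold higher (2.58 ± 0.12, n = 4) and CDK14 at 2.01-fold (1.01 ± 0.10, n = 4, 0.98 and 0.97 without replicate 1 and replicate 3, and 1.00 with the mean of its kept probes). In A2780DXL cells they were, besides ABCB4, CROT and RUNDC3B, STEAP1 at 3.08-fold, STEAP2 at 2.48-fold and SRI at 2.03-fold, the last 3 named after their values were seen.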
